# p38 blockade reverses the immune suppressive tumor microenvironment in metastatic breast cancer

**DOI:** 10.21203/rs.3.rs-7151795/v1

**Published:** 2025-10-29

**Authors:** Priyanka Rajan, Robert Zollo, Yanqi Guo, Mohammed Alruwaili, Justin Zonneville, Mackenzie Lieberman, Brian Morreale, Caitlin James, Mark Long, Scott H. Olejniczak, Joseph Barbi, Scott I. Abrams, Andrei V. Bakin

**Keywords:** tumor microenvironment, metastatic breast cancer, immune suppression, p38, single cell RNA sequencing, myeloid-derived suppressive cells, tumor-associated macrophages

## Abstract

Metastatic breast cancer (MBC) is a life-threatening disease with limited therapeutic options. The immune suppressive tumor microenvironment (TME) limits the potency of the antitumor immune response and facilitates disease progression and metastasis. Our current study demonstrates that p38α is a druggable target in the TME that regulates the outcome of the immune-tumor interaction. The study revealed that systemic blockade of p38α reduces metastasis, and this anti-metastatic response is negated by depletion of CD8^+^ T cells. Single-cell transcriptomic analysis of the immune-TME showed that pharmacological p38 inhibition (p38i) or tumor-specific inactivation of p38α by CRISPR/Cas9 (p38KO) resulted in a less exhausted and more activated CD8^+^ T cell phenotype. Immunophenotyping analyses demonstrated that p38 blockade reduced the expression of multiple inhibitory receptors on CD8^+^ T cells (i.e., PD-1, LAG-3, CTLA-4), indicating a reversal of immune exhaustion and enhanced immune activation systemically and in the TME. In contrast, p38 blockade did not exhibit inhibitory effects on T cells in proliferation assays *in vitro* and did not affect the proportion of regulatory T cells *in vivo*. The major negative impact of p38 blockade *in vivo* was on the myeloid populations, such as myeloid-derived suppressor cells (MDSCs) and tumor-associated macrophages (TAMs). Further, tumor p38α activity was required for the expression of cytokines/chemokines and tumor-derived exosomes with high chemotactic capacity for myeloid cells. Altogether, this study highlights a previously unrecognized the p38α-driven pathway that promotes an immune suppressive TME and metastasis, and that therapeutic blockade of p38α has important implications for improving antitumor immunity and patient outcomes.

## INTRODUCTION

Metastatic breast cancer (MBC) is a life-threatening disease with lowest 5-year survival rates in patients with metastatic triple-negative breast cancer (mTNBC) [1]. A critical contributing factor to these poor survival outcomes in MBC patients is the hostile tumor microenvironment (TME) [2, 3], characterized by dense stroma and presence of immune suppressive myeloid populations that support cancer progression and resistance to multiple therapies [3, 4]. Thus, identifying druggable targets in the TME is important for improving treatment outcomes.

Tumor infiltrating myeloid-derived suppressor cells (MDSCs) and tumor associated macrophages (TAMs) facilitate tumor invasion and suppress anti-tumor immune responses leading to metastasis [5, 6]. The molecular pathways that mediate tumor-induced recruitment and/or expansion of these myeloid cell populations represent potential therapeutic targets [3]. Accumulating evidence implicates p38 mitogen-activated protein kinase (p38 MAPK; p38) in tumor-induced changes in the TME [7–10]. Early studies have shown that the tumor p38-alpha isoform (p38α, *MAPK14*) contributes to the dissemination of TNBC by mediating tumor-intrinsic capacities that drive invasion and angiogenesis [7, 8, 10]. Recently, the pro-metastatic activity of p38α in mTNBC was linked to ability of these tumors to recruit CD163^+^ TAMs and to induce the expansion of MDSCs that facilitate pre-metastatic niches in the lungs and liver [9]. In align with this observation, p38α activity in the lung fibroblasts was also implicated in the recruitment of pro-tumorigenic neutrophils, supporting colonization of the lungs by melanoma cells [11]. Further, p38α activity in cancer-associated fibroblasts (CAFs) was also linked to changes in the metastatic TME and the anti-tumor immune response [12]. However, the mechanisms by which p38α supports expansion and recruitment of immune suppressive myeloid cells remain incompletely understood.

To that end, we investigated the contribution of p38α to altering the immune landscape of the TME using genetic inactivation of p38α (*Mapk14*) by CRISPR/Cas9 or pharmacological blockade in immune competent preclinical mTNBC models. The study provided new insights into the mechanism by which tumor p38 drove an immune suppressive TME and enhanced metastasis. Blocking p38 activity reduced metastasis and this response was CD8^+^ T cell dependent. Single-cell transcriptomic analysis of tumors revealed that p38 blockade led to a signature consistent with increased CD8^+^ T cell activation and reduced CD8^+^ T cell exhaustion. In addition, tumor-specific inactivation of p38α reduced the accumulation of immune suppressive myeloid cells in the TME, as well as in circulation. Mechanistically, p38α blockade reduced tumor-mediated chemotactic attraction of myeloid cells by reducing the levels of tumor-produced extra-cellular vesicles and chemokines that control the mobilization of such immune suppressive myeloid cells. Together, these findings highlight a previously unknown p38α-driven pathway that promotes a hostile TME, thereby, facilitating metastasis and identifies p38α as a potential therapeutic target in MBC.

## METHODS

### Cell lines and culture conditions.

Human mammary carcinoma cell line MDA-MB-231 (RRID: CVCL_0062), mouse mammary carcinoma 4T1 cell line (RRID: CVCL_0125) and mouse monocyte-macrophage cell line RAW 264.7 (RRID: CVCL_0493) were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA), and cultured as recommended by ATCC. 4T1 cell line was modified to express a Luciferase reporter (4T1-luc). MDA-MB-231-p38^AGF^ (dn-p38) cells were generated by retroviral transduction [7]. The cells were routinely screened for mycoplasma and all studies were made with mycoplasma-free cells. Cell cultures were maintained in media supplemented with 10% heat-inactivated fetal bovine serum (HI-FBS) and 1% penicillin/streptomycin at 37°C with 5–10% CO_2_ in a humidified incubator. All cell lines were authenticated using short tandem repeat profiling by ATCC or the Roswell Park Core within the last three years.

### p38 inhibitor, Antibodies and Other Reagents.

The information is presented in Supplementary Information.

### CRISPR-Cas9 mediated p38 knockout (p38KO).

To inactivate p38α in 4T1-luc cells, two CrisprRNA targeting Exon 4 in mouse *Mapk14* (Transcript ID: ENSMUST00000114754.7) were designed using Crispor software [13], the sequences are provided in the Supplemental Information. CrisprRNA (crRNA) and trans-activating crRNA (tracrRNA) samples were mixed at 160μM each (1:1 ratio) and annealed by a touchdown PCR method as follows 95°C, 5min; chill to 55°C, 5C/min; to 25°C, 5 min. To form the functional ribonucleoprotein (RNP) complex, 61μM of recombinant Cas9-3NLS protein was added to the guide RNA complex and incubated at room temperature for 20 min. The RNP mixture was added to 3×10^6^ cells suspended in 100μl optiMEM media kept on ice, followed immediately by electroporation under optimized conditions in a NEPA21 electroporator (Nepa Gene Co. Ltd., Japan), and then transfer into 6-well plates containing 2 ml antibiotic-free complete medium. Single cell suspensions were subjected to single cell sorting of viable cells (7-AAD-negative) using a BD FACSAria II sorter (BD Biosciences) equipped with 488nm, 635nm, 405nm and 355nm lasers and controlled by FACS Diva 8.0.1 software. Cell clones were expanded, replica plates were made, and sequenced by using primers flanking the intended cut sites in the exon. Clones with ~ 100% p38KO were selected for further analysis.

### Immunoblotting.

Tumor cells were grown in a 6-well plate at 300,000 cells/well for 16 hours prior to treatment with 2μM p38i (ralimetinib, LY2228820), 10ng/ml TNFα or 2ng/ml TGFβ1 for indicated times. For UV irradiation, the cells were exposed to 100J/m^2^ or 250J/m^2^ using Stratalinker 2400 followed by 30 min incubation at 37°C, 5% CO_2_ before collection. Whole-cell lysates were prepared using NP40 lysis buffer containing PMSF, Na-Orthovanadate, and protease inhibitor cocktail. Protein concentration in lysates were quantitated and 30μg of protein/lane were resolved on SDS-PAGE gels. Proteins were transferred onto nitrocellulose membrane in 10% Methanol-SDS buffer and probed with appropriate antibodies. ECL reagent was used to visualize immune complexes on radiographic films.

### RT-qPCR.

Cells were treated with 2μM p38i or vehicle DMSO for 24 hours. RNA was extracted using TRIzol reagent according to the manufacturer’s instructions. cDNA was prepared and qPCR was performed in triplicates as outlined in [8]. Primer sequences are present in Supplemental information.

### In vivoexperiments.

Female BALB/c mice (6–7-week-old) were purchased from the Charles River Laboratories (Wilmington, MA). Animals were kept at the Laboratory Animal shared Resource at Roswell Park in microinsular units and provided with food and water *ad libitum* according to protocols approved by the Institute Animal Care and Use Committee (IACUC). The facility is certified by the American Association for Accreditation of Laboratory Animal Care (AAALAC) and in accordance with current regulation and standards of the US Department of Agriculture and the US Department of Health and Human Services. For the CD8α depletion experiment, mice were implanted with 100,000 actively proliferating 4T1-luc or p38KO cells in the 4th mammary fat pad in a 1:1 ratio of Matrigel and Dulbecco’s Phosphate Buffered Saline 1X (1X DPBS). Non-tumor bearing (naïve) mice were inoculated with 1X DPBS. Mice were monitored daily for signs of distress. Tumor volumes were measured using electronic calipers twice a week and calculated using the formula (length) × (width)^2^/2. Mouse weights were measured twice a week. On day 3 post implantation, mice were randomized into treatment groups based on mouse weights. Antibody to mouse CD8α subunit of CD8 and matched isotype control (IgG2b, κ) antibody were administered on day 3 by i.p injection at 200μg/mouse dose and weekly at 180μg/mouse thereafter. On day 4, treatments with vehicle (Veh, DPBS) or p38 inhibitor (p38i, ralimetinib, 30mg/kg) was initiated by daily oral gavage. On day 6 post-tumor inoculation, peripheral blood was collected by retro-orbital eye bleed in accordance with IACUC guidelines for flow cytometric verification of CD8^+^ T cell depletion. When the average tumor volumes reached 500mm^3^, mice were euthanized and tumor, lungs, liver, and spleen were collected.

For all the other experiments, mice were inoculated with 200,000 actively proliferating 4T1-luc control or 4T1-luc p38KO cells in the 4th mammary fat pad in a 1:1 ratio of Matrigel and DPBS (n = 6/group). On day 4 post-tumor inoculation, mice bearing control 4T1 tumors were randomized into vehicle and p38i treatment arms. The vehicle arm was administered with DPBS while the treatment arm received p38i (ralimetinib, 30mg/kg) by daily oral gavage. At day 14 post implantation, the mice were euthanized and subjected to necropsy and organ collection. Tissues were collected for RNA and protein analyses by snap-freezing in liquid nitrogen. Blood was collected for CBC by cardiac puncture.

### Complete Blood Count (CBC).

At the endpoint, blood was collected by cardiac puncture into EDTA solution to prevent coagulation. Analysis was performed using HemaTrue Analyzer and HeskaView Integrated Software (Version 2.5.2).

### Single cell RNA sequencing (scRNAseq).

Tumors from 3 mice per group were pooled together and minced in ice-cold 1X DPBS. The samples were enzymatically digested using a cocktail of active protease subtilisin A from *Bacillus licheniformis* and DNAse1 at 6°C for 30 min, to avoid collagenase and thermal stress induced transcriptional signatures [14, 15]. The samples were transferred onto gentleMACS C tubes and dissociated using the program ‘h_tumor_01’ on a gentleMACS dissociator [6]. The cell suspension was washed with ice cold 1X DPBS containing 10% FBS and then passed through 70μm and 40μm filters. The single cell suspension was resuspended in 1X DPBS containing 0.04% BSA and stained for CD45 and 7AAD. Live (7AAD-negative) CD45^+^ cells (~ 200,000) were sorted from the suspension using BD FACS AriaII and resuspended in 1X DPBS containing 0.04% BSA at 10^6^ cells/ml. About 5,000 cells/group were subjected to scRNAseq procedure (Droplet-seq) using 3’ Rapid Amplification of cDNA Ends (3’ RACE) approach and 10X Genomics Chromium Controller v3.1 at the Roswell Park Genomic Shared Resource. Sequencing data were collected from 4,588 cells of the vehicle (Veh) group, 6,343 cells of the p38i group, and 5,212 cells of the p38KO group. 

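The deposited matrices held unnormalized counts of unique molecular identifiers (UMIs), the random tags that mark each captured transcript once, for 4588, 6343 and 5212 cell barcodes. These barcodes carried 21675352 UMIs in the vehicle library, 25996832 in the p38i library and 25997636 in the p38KO library. The median barcode had 2668 UMIs and 923 detected genes in the vehicle library, 2276 UMIs and 863 genes in the p38i library, and 2356 UMIs and 872 genes in the p38KO library. The lowest total in each library was 500 UMIs, so barcodes below the depth filter of the study were still in the matrices.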

A total of 32,285 genes from 16,143 cells were analyzed further by R programming to check for quality, identify immune cell types and changes in gene expression profiles.

#### Flow cytometry

For the CD8^+^ T cell depletion study, cells obtained through retro-orbital eye bleed were treated with ACK lysis buffer at room temperature for 10 mins. The cells were washed with 1ml flow buffer and resuspended in 1ml flow buffer (0.1% BSA in 1X DPBS). Cells were stained with trypan blue and counted using hemocytometer. Approximately 500,000 cells in each sample were blocked with anti-CD16/32 and then stained with anti-CD45, anti-CD4, anti-CD8 and LIVE/DEAD fixable aqua at room temperature. The samples were acquired using Fortessa B.

For analysis of T cells, the Spleen and lymph nodes were crushed and filtered through a 70-μm nylon cell strainer (Corning). Red blood cells were lysed by ACK lysing buffer (Thermo Fisher Scientific). Tumors were cut into 2 to 3 mm pieces, then transferred into a gentle MACS C tube (Miltenyi Biotec). Enzymatic cocktail consisting of collagenase and hyaluronidase was added and the tissue was processed through a gentleMACS Dissociator (Miltenyi Biotec). Single-cell suspensions from tumors, spleens or tumor-draining lymph nodes (TdLNs) were obtained by passing dissociated tumors through 70-μm nylon cell strainers (Thermo Fisher Scientific). Cells were washed with flow running buffer (0.1% BSA in PBS, Thermo Scientific). The cells were stained with trypan blue and counted. About 1,000,000 cells were resuspended in staining buffer containing antibodies to CD16/CD32 (Fc receptor blocker, dilution, company) and T cell or myeloid cell surface markers (Supplemental Key Resources) after labelling non-viable cells using LD-Aqua (Molecular Probes, Eugene, OR, USA). After surface marker staining, cells were fixed/permeabilized using a FOXP3/transcription factor staining kit (eBiosciences) as per manufacturer’s protocol for intracellular staining. Cells were then stained with antibodies to T or myeloid cell internal markers (Supplemental Key Resources). For cytokine markers, the cells were stimulated with PMA, ionomycin and brefeldin A for 4 hours at 37 °C. This was followed by cell surface and intra-cellular staining as described above. All the flow data was collected on CytoFlex LX (Beckman Coulter) and analyzed using FlowJo v10.5.2 (RRID: SCR_008520).

#### T cell stimulation

T cells were isolated from spleens of 6-week-old female BALB/c mice using Pan CD3 + T cell negative isolation kit. The cells were pre-treated with 0.5 and 2μM p38i (ralimetinib) for 1 hour, followed by TCR stimulation using αCD3/αCD28 coated plates using media containing 25 U/mL recombinant murine IL-2 (BioLegend). The cells were expanded for 3, 5 or 7 days in media containing 25 U/mL IL-2 in the presence/absence of p38i. Then, the cells were stained with anti-CD45, CD4, CD8, CD44 and CD62L. LD-aqua was used to exclude non-viable cells. To analyze the expression of IFNγ and TNFα, the cells were stimulated with PMA, Ionomycin and Brefeldin A along with p38i for 4 hours, followed by surface and intracellular staining.

#### Luciferase assay

Mouse lung tissues were homogenized suspended in NP-40 lysis buffer containing protease inhibitor cocktail. Luminescence assays was done using Veritas Microplate Luminometer and Luciferase Assay System (Promega, Madison Wisconsin).

### Tumor cell conditioned media (TCM).

Tumor cells were plated on 100mm dishes and left to adhere overnight. The following day, when the cells were 80% confluent, the cells were washed 3 times with PBS and incubated in serum free media (SFM) supplemented with 2μM p38i (ralimetinib). After 48 hours, TCM was collected and centrifuged at 10,000xg for 20 mins. TCM was used immediately or stored at −80°C prior to use.

### Chemotaxis assay.

RAW 264.7 cells (1×10^5^/well) were plated in SFM in the upper chamber of 8.0μm pore transwells (Corning) and were incubated with CM collected from tumor cells. After 4 hours, the cells were fixed in 100% methanol and cells remaining at the top of the membrane were removed using wet cotton swabs. Cells that had migrated through the pores to the lower surface were stained with 0.5% crystal violet. The membranes were washed and air-dried overnight. Four random images were recorded at 200x magnification using Nikon T100 microscope equipped with Spot 5.6 software and cells were counted.

### Chemotaxis assays with primary mouse T cells and tumor cell conditioned media (TCM).

Spleens were harvested from female 5-week-old BALB/c mice (two spleens per a biological replicate). CD3^+^ T cells were isolated, activated with anti-CD3/CD28-coated magnetic beads and cultured in the presence of IL-2 in DMEM media containing 10% FBS, 1% P/S, L-Glut, HEPES, and beta-mercaptoethanol (BME) for 4 days. The anti-CD3/CD28 beads were removed by magnetic separation. Cells were washed with PBS to remove serum and resuspended in serum-free DMEM. TCM media (600μl) from vehicle-control, p38i-treated, or p38KO 4T1 cells was added to the bottom chambers 15min prior cell seeding. T cells (~ 0.5×10^6^) in 100μl serum-free DMEM were added to the top chamber of each transwell. After 8h, media from duplicate bottom chambers was collected and pooled, and then centrifuged at 1500rpm for 5 mins. The cell pellets were resuspended in 100ul SFM, and cells were counted using automated cell counter.

### scRNAseq data pre-processing and quality control:

Cell Ranger package was used to align the reads to mouse reference genome and construct gene count matrices for each cell. All downstream analysis was performed in RStudio Desktop v1.4 equipped with R v4.2.1. The filtered feature matrix containing gene counts, cell barcodes and gene names was utilized to construct a SingleCellExperiment object using SingleCellExperiment package [16]. Per cell quality control was performed using the addPerCellQC function from Scater package [17]. 

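Of the 4588 barcodes of the vehicle library, 731 had fewer than 1500 counts, 71 had fewer than 300 detected genes and 158 had more than 20% mitochondrial counts. A barcode could fail more than one of these limits, and 3820 cells (83.3%) were kept. In the p38i library 1525, 54 and 126 barcodes failed the same limits and 4793 cells (75.6%) were kept. In the p38KO library 1231, 238 and 441 barcodes failed them and 3859 cells (74.0%) were kept. The kept cells had a median of 3162, 3038 and 3317 UMIs in the vehicle, p38i and p38KO libraries. Their median mitochondrial share was 0.671%, 0.968% and 2.10%, so it was highest in the p38KO library before any comparison of genes.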

Cells with sequencing depth less than 1500 total counts, less than 300 detected genes, and more than 20% mitochondrial content were removed. Next, Per Gene QC was performed by examining the mean vs. variance relationship of gene counts in the log_2_ counts/million scale. Genes with variance of less than 0.5 log_2_ counts per million were removed. Dimensionality reduction was performed to visualize the data points in a 2D plane using t-distributed Stochastic Neighborhood Embedding (t-SNE) method as outlined in Scater package [17]. Identity of immune cell types was determined using Single R package [18]. Mouse immunological gene expression data from Immunological Genome Project (ImmGen) database [19] was used as reference which was accessed using Celldex package [18]. Single R correlates the expression of cell type specific markers between reference and query data. About 20 different cell types (both immune and non-immune) were found to be present, from which non-immune cell types (Epithelial cells, Fibroblasts, Stem cells and Stromal cells) were excluded from analysis. In addition, the immune cells that were less than 1% abundant i.e. Basophils, B cells, pro-B cells, Mast cells and γδ T cells were excluded. The cell types that passed the criteria included T cells, Dendritic cells, Neutrophils, Monocytes, Macrophages, NK cells, NKT cells and Innate Lymphoid Cells. Seurat v5 was used for further analysis. In some of these cell populations, differential gene expression analysis was performed between the p38i and vehicle groups using FindMarkers function from Seurat using the following cutoffs: logFC > 0 and p value < 0.05. Heatmaps were constructed as outlined in ComplexHeatmap package [20] and in [21]. The pathway enrichment analysis was performed using the fgsea package [22] with NES defined as enrichment score normalized to mean enrichment of random samples of the same size.

#### Statistics

Statistical analysis was performed using Graphpad Prism software (version 10.5) unless otherwise indicated. The data represent biological replicates (n) as mean value with standard error (mean +- SE). Statistical significance of data comparisons was determined using Students t-test with two tailed distribution, one-way ANOVA or two-way ANOVA with Tukey’s or Dunnett’s multiple comparisons test as indicated in figure legends. Statistical significance was achieved when p < 0.05.

## RESULTS

### CD8^+^ T cells contribute to the anti-metastatic activity of p38 blockade in MBC.

Prior work showed that blockade of p38 reduces metastasis while increasing tumor infiltration by CD8^+^ T cells, although the role of CD8^+^ T cells in this response was not investigated [9]. Here, we examined the contribution of CD8^+^ T cells to the anti-metastatic effects of p38 blockade using a well-recognized mTNBC model of 4T1 mammary carcinoma cells in syngeneic BALB/c mice [23–25]. Female mice were implanted orthotopically with 4T1-Luc cells carrying a luciferase reporter and treated with a highly potent and selective inhibitor for α and β isoforms of p38 (p38i) Ralimetinib [26], or vehicle-control (Fig. 1a). At 100 mm^3^ tumor sizes, mice were subjected to administration of an anti-CD8 blocking antibody or a matched isotype IgG control. Flow cytometry analysis of the peripheral blood showed effective depletion of CD8^+^ T cells, while CD4^+^ T cells were unaffected (Fig. 1b, **Suppl. Figure 1a-b**). In line with previous studies [9, 12], treatment with p38i reduced tumor growth compared to vehicle-control, whereas depletion of CD8^+^ T cells alleviated this anti-tumor effect of p38i (Fig. 1c, **Suppl. Figure 1c**). The on-target activity of p38i was confirmed by assessment of phospho-MAPKAPK2 (*p*-MK2) levels in the tumor tissues (Fig. 1d). Evaluation of luciferase activity in the lung tissues showed that p38i reduced pulmonary metastasis, whereas depletion of CD8^+^ T cells negated this anti-metastatic effect (Fig. 1e). In a biological replicate, we observed that p38i reduced growth of the 4T1 tumors in the third week of treatment (**Suppl. Figure 2a**) and significantly reduced metastasis (**Suppl. Figure 2c**). Depletion of CD8^+^ T cells enhanced growth and metastasis of the 4T1 tumors treated with p38i or vehicle-control, and these effects were statistically significant (**Suppl. Figure 2a-c**). Together, these findings demonstrated that CD8^+^ T cells are important effectors of the anti-tumor and anti-metastatic activities of systemic p38 blockade.

### p38 blockade and T cell proliferation and differentiation

Next, we investigated whether p38i exhibit a direct effect on T cells using *in vitro* T cell activation assays [27]. Splenic CD3^+^ T cells were isolated from naïve BALB/c mice and stimulated with αCD3/αCD28 antibodies in the presence of vehicle-control or p38i (**Suppl. Figure 3a**), using doses that inhibit p38-dependent responses in tumor cells (**Suppl. Figure 3b-c**). After 3, 5, or 8 days in culture, the T cells were treated with PMA and ionomycin in the presence of brefeldin A to stimulate cytokine production. The cells were immune-stained and analyzed by flow cytometry. The analysis showed only a limited effect of p38i on the levels of CD8^+^ and CD4^+^ T cells (**Suppl. Figure 3d**, gating strategy in **Suppl. Figure 3j**). To assess the naïve and memory T cell status, the cells were stained for activation marker CD44 and lymphoid tissue homing receptor CD62L [28, 29]. Flow cytometry analysis showed an increased frequency of CD44^high^ CD62L^+^ CD8^+^ cells upon p38i treatment (**Suppl. Figure 3e-g**), indicating a shift towards a central-memory like phenotype. This observation aligns with a reduction in levels of CD8^+^ T cells expressing IFN-γ or TNF at days 5 and 8 (**Suppl. Figure 3h-i**). Together these data indicate that p38i does not affect proliferation of T cells while exhibiting a mild effect on a central memory like population of CD8^+^ T cells.

### Inactivation of p38 MAPK alters the immune TME.

To better define the contribution of tumor-specific p38α activity to systemic p38i effects in the immune TME, the p38α isoform (encoded by *Mapk14*) was inactivated in 4T1 cells using the CRISPR/Cas9 approach (**Suppl. Figure 4a**). Disruption of *Mapk14* was validated by sequencing and three knockout (p38KO) clones were selected for further testing. In all three p38KO clones, p38α protein was not produced, while other p38 isoforms were not affected (**Suppl. Figure 4b**). Phosphorylation levels of p38α downstream targets CREB1 and ATF1 were reduced in the p38KO clones whereas the levels of phosphor-ERK1/2 were not affected (**Suppl. Figure 4c**). p38α isoform is known to mediate signaling in response to TGF-β1 and UV [7, 30]. Depletion of p38α reduced phosphorylation of CREB1 and ATF1 induced by TGF-β1 and UV compared to control cells (**Suppl. Figure 4d-e**). Conversely, the phosphorylation levels of SMADs and ERKs were not affected in p38KO clones (**Suppl. Figure 4d-e**), in agreement with the fact that these signaling events in response to TGF-β1 and UV are not mediated by p38α [7, 30]. p38KO clones and control cells (untreated or p38i-treated) showed comparable proliferation in cell culture (**Suppl. Figure 4f**). Next, 4T1 and 4T1-p38KO cells were implanted into BALB/c mice to examine the tumor growth. To explore the effect of CD8^+^ T cells, mice were also treated with antibodies to CD8 or a matched isotype IgG control as described in Fig. 1. The growth of the p38KO tumors was markedly reduced compared to the 4T1 tumors, while depletion of CD8^+^ cells increased tumor growth but the effect was marginal (**Suppl. Figure 4g-h**). Depletion of CD8^+^ T cells (αCD8) accelerated growth of the 4T1 tumors compared to IgG-control (IgG). The spleen weights in the p38KO tumors were significantly lower than in the 4T1 tumors (**Suppl. Figure 4i**). The growth defect in p38KO tumors is consistent with a strong anti-tumor effect of dominant-negative p38^AGF^ mutant (dn-p38) in the breast cancer MDA-MB-231 model observed *in vivo* but not in cell culture [8]. Together, these results further indicated that the anti-tumor effects of p38 blockade are related to tumor-host interactions *in vivo*.

To assess the impact of the p38 blockade on the immune TME, female BALB/c mice were implanted with 4T1 p38WT or p38KO cells. Mice with palpable tumors in the p38WT cohort (day 4) were divided in two groups and treated with vehicle or p38i for 10 days (**Suppl. Figure 5a**). At day 14 post implantation, tumors from 3 mice per group were pooled together and single-cell suspensions were prepared and stained for CD45. 

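4T1 is a transplantable mammary carcinoma line of BALB/c mice, and p38KO cells are 4T1 cells in which the gene of p38α (Mapk14) was inactivated. Ralimetinib (p38i) is an oral kinase inhibitor of p38 and was given at 30 mg/kg for 10 days. Each of the 3 groups was thus sequenced as 1 library from 3 pooled tumors, with no replicate library. No test between the groups, p-value or standard error was computed, since cells of 1 library are not replicates and the mice of a pool were not told apart. The intervals given with the values cover counting error only and leave out the variation between mice and between library preparations. The paper gives about 200000 sorted cells and version 3.1 of the 10x chemistry, while the deposited records give about 100000 sorted cells and version 2. Neither number enters the values reported here. Mapk14, which lies on chromosome 17 from 28691329 to 28748406 of GRCm38, was deleted in the tumor cells only, and the sorted cells were leukocytes of the host, so its level does not test the labels. It had 33.7, 42.1 and 39.1 CPM over all kept cells of the vehicle, p38i and p38KO libraries.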

Live CD45^+^ cells (negative for 7AAD) were sorted by flow cytometry and subjected to scRNA-seq (**Suppl. Figure 5a**). 

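The authors aligned the reads with Cell Ranger (the file headers give version 6.0.0) and deposited the filtered UMI counts per gene and barcode, without normalization. For the values reported here, the cell filter of the study was applied to these counts, and the kept cells of all 3 libraries were clustered together with scanpy. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen within the libraries with the genes named by the study left out, and 30 principal components, 15 neighbours and a Leiden resolution of 1 gave 26 clusters. Each cluster was named from fixed marker genes, for example Cd3d, Cd3e and Trac for T cells or S100a9, Cxcr2 and Csf3r for granulocytes, and is called T-like or granulocyte-like. A name needed at least 3 markers. The study compared each cell with reference profiles, which were not used here, so its cell types and these classes can differ at their borders. Changes of genes were computed from counts summed over all cells of a class in a library, expressed as counts per 1000000 (CPM) of that sum and as the log2 ratio to vehicle, with an exact conditional binomial interval. A gene was called higher or lower by size alone, with a log2 ratio of at least 0.5 either way, the cutoff of Fig. 2b, and an interval that left out 0. Genes with fewer than 20 counts over both libraries were given no call.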

The cell type populations were defined using Immunological Genome database [19] and SingleR package in R [18]. This cell type analysis identified the presence of T cells, Granulocytes (Neutrophils), Monocytes, Macrophages, Natural Killer (NK cells), Natural Killer T cells (NKT), Dendritic cells (DC) and Innate Lymphoid cells (ILC) in the CD45^+^ populations of the TME (Fig. 2a). 

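Of the 26 clusters, 24 were named and 2 stayed unnamed. As shares of kept cells with exact Clopper-Pearson 95% intervals, T-like cells made up 13.9% (12.8% to 15.1%) of the vehicle library, 13.7% (12.7% to 14.7%) of the p38i library and 13.9% (12.8% to 15.0%) of the p38KO library, which overlap. Monocyte-like cells made up 15.1% (14.0% to 16.3%), 21.5% (20.3% to 22.7%) and 12.1% (11.1% to 13.1%), and macrophage-like cells 3.72% (3.14% to 4.37%), 3.38% (2.89% to 3.93%) and 13.6% (12.6% to 14.8%). NK-like cells accounted for 3.43%, 2.75% and 3.68%, and dendritic-cell-like cells for 2.51%, 2.96% and 3.39%. No cluster met the rule for innate lymphoid cells, and NKT cells were not separated from T-like and NK-like cells. B-like cells (1.02%, 0.647% and 0.389%) and mast-or-basophil-like cells (0.209%, 0.376% and 3.01%) were also present. Both unnamed clusters were led by Trdc and other genes of γδ T cells and held 39, 40 and 32 cells and 19, 21 and 16 cells, together 1.52%, 1.27% and 1.24% of kept cells. One macrophage-like cluster and one T-like cluster were led by cell-cycle genes such as Mki67 and Top2a, and one granulocyte-like cluster by interferon-response genes such as Ifit1 and Rsad2. Doublets were not removed, since Scrublet's automatic threshold marked only 2, 2 and 2 cells, or 0.0524%, 0.0417% and 0.0518%. The median depth of the classes ran from 2102 UMIs in granulocyte-like cells of the p38KO library to 21367 UMIs in macrophage-like cells of the vehicle library.

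**Figure D1:**
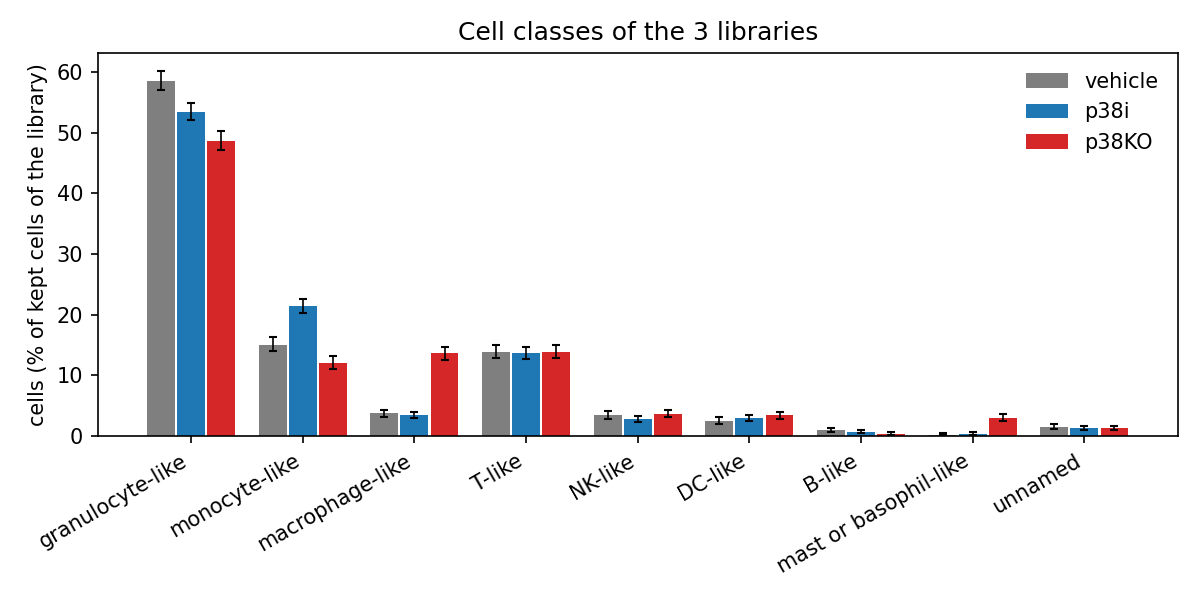
Share of each cell class among the kept cells of the vehicle (grey), p38i (blue) and p38KO (red) libraries, in percent, with exact 95% intervals that cover counting error only. T-like cells lie at 13.9%, 13.7% and 13.9%, while macrophage-like cells reach 13.6% in the p38KO library alone.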

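Granulocyte-like cells formed the most abundant class in each library. Over the classes that the study reports (granulocytes, monocytes, macrophages, T, NK and dendritic cells), they made up 60.2% (58.6% to 61.8%) of the vehicle library, 54.7% (53.3% to 56.2%) of the p38i library and 51.1% (49.5% to 52.7%) of the p38KO library. Over all kept cells, with B-like, mast-or-basophil-like and unnamed cells in the denominator, the shares were 58.6% (57.0% to 60.2%), 53.5% (52.0% to 54.9%) and 48.7% (47.1% to 50.3%). The counting intervals of the 3 libraries did not overlap on either denominator. Without the cell filter the shares over the reported classes were 63.9%, 61.6% and 59.1%. At a Leiden resolution of 2 they were 56.9%, 52.8% and 48.9%, which put the p38KO library below 50%, and a cluster of 324, 249 and 176 cells whose only detected markers were those of granulocytes stayed unnamed. Without the filter and with the other naming rule, the p38i share (65.0%) was above that of vehicle (64.4%).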

Granulocytes represented over 50% of CD45^+^ immune populations in the tumor cohorts (Fig. 2a), in line with a robust granulocytic response in the 4T1 tumor model [23, 31].

Transcriptomic analysis of tumor-infiltrating leukocytes showed that systemic p38 blockade with p38i and tumor-specific p38α inactivation decreased expression of exhaustion-associated transcripts (i.e., *Lag3, Ctla4, Pdcd1, Lgals3*, *Pdcd1lg2*, *and Havcr2*) in T cell populations, defined by expression of the T cell markers (Fig. 2b–c). 

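The T-like class held 532, 655 and 535 cells of the vehicle, p38i and p38KO libraries, with a median depth of 5126, 3905 and 4729 UMIs. All 6 transcripts had lower CPM in both p38 blockade groups than in vehicle. Ctla4 (chromosome 1, 60887000 to 60915832 of GRCm38) had 268 CPM (95% Poisson interval 251 to 286) in vehicle, 153 CPM (95% Poisson interval 139.6 to 167) in p38i and 144 CPM (95% Poisson interval 131 to 158) in p38KO, with log2 ratios of -0.81 (-0.97 to -0.65) and -0.90 (-1.07 to -0.73), and was the only gene of the 6 called lower in both groups. Lag3 (chromosome 6, 124904361 to 124911705) had 218, 185 and 90.3 CPM in the same order. Its log2 ratio was -0.24 (-0.39 to -0.079) in p38i, below the size limit, and -1.27 (-1.48 to -1.07) in p38KO. Havcr2 (chromosome 11, 46454935 to 46481255) had 57.7, 50.9 and 27.0 CPM, a log2 ratio of -0.18 (-0.49 to 0.13) in p38i, whose interval included 0, and of -1.10 (-1.49 to -0.72) in p38KO. Pdcd1 (chromosome 1, 94038305 to 94052553) had 212, 196 and 149.7 CPM and log2 ratios of -0.11 (-0.27 to 0.043) and -0.50 (-0.67 to -0.33), the latter just short of the size limit. Lgals3 fell by 0.33 and 0.49 on the log2 scale, and Pdcd1lg2 had only 122, 101 and 88 counts and intervals that included 0. The median log2 ratio over the 6 genes was -0.22 (95% counting interval -0.36 to -0.14) in p38i and -0.70 (95% counting interval -0.83 to -0.61) in p38KO. Among 10000 random lists of 6 genes matched on expression, these medians stood at the percentiles 0.560 and 0. The study named these genes, and the activation, monocyte and granulocyte genes below, from these same libraries. Their percentiles are therefore not independent support for it. Median-ratio scaling, which sets the median gene of the class to no change, lowers every log2 ratio of T-like cells by 0.0758 in p38i and 0.113 in p38KO. Pdcd1 and Lgals3 then reached -0.61 and -0.61 in p38KO, past the size limit. With the mean of log2(CPM + 1) per cell the medians were -0.68 and -0.88. Only without the cell filter did they lie above 0, at 0.025 and 0.089. The clustering of all barcodes left the cluster of CD8 T cells unnamed, so these medians do not include it. With the other naming rule, added after the data were seen, the unfiltered medians were -0.24 and -0.72.

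**Figure D2:**
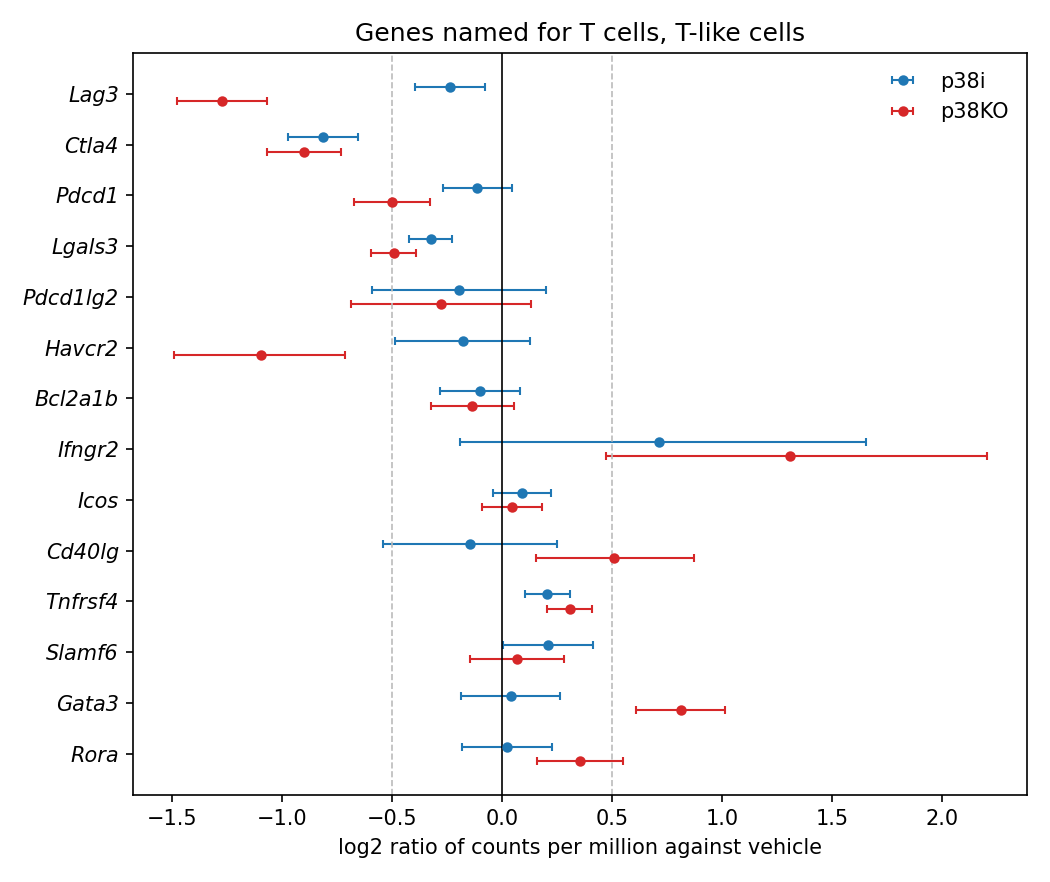
Log2 ratio of CPM against vehicle in T-like cells for the p38i (blue) and p38KO (red) libraries, with 95% counting intervals; the dashed lines mark the size limit of 0.5 either way. Lag3, Ctla4, Pdcd1, Lgals3, Pdcd1lg2 and Havcr2 lie left of 0 in both libraries, with Lag3 at -0.24 and -1.27, and Gata3 lies at 0.038 and 0.81.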

The analysis of the exhaustion markers (e.g., Lag3, Ctla4, Pdcd1, Havcr2) in T cell subsets further confirmed reduction in mRNA levels of exhaustion markers in CD8^+^ and CD4^+^ T cell subsets in tumors from the p38 blockade groups (**Suppl. Figure 5**). 

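Among T-like cells thinned to 1500 UMIs each, cells with Cd8a or Cd8b1 transcripts and no Cd4 were taken as CD8 T cells (263, 240 and 156 cells in vehicle, p38i and p38KO), and cells with Cd4 and neither Cd8 transcript as CD4 T cells (91, 107 and 117 cells). Counts of the markers were then summed at full depth. In CD8 T cells of the p38KO library all 4 markers were called lower, with log2 ratios of -2.46 (-2.90 to -2.05) for Lag3, -2.65 (-3.37 to -2.01) for Ctla4, -1.29 for Pdcd1 and -1.75 (-2.43 to -1.12) for Havcr2. In CD8 T cells of the p38i library Ctla4 was lower, at -1.76 (-2.19 to -1.34), while Lag3, Pdcd1 and Havcr2 stood at -0.064 (-0.25 to 0.12), 0.0012 (-0.18 to 0.18) and 0.027 (-0.33 to 0.38), all with intervals that included 0. In CD4 T cells Ctla4 was called lower in both groups, at -1.27 (-1.71 to -0.85) in p38i and -1.43 (-1.82 to -1.05) in p38KO. The other 3 markers were called higher in CD4 T cells of the p38KO library, Lag3 at 1.00 (0.49 to 1.53), Pdcd1 at 1.15 (0.71 to 1.62) and Havcr2 at 2.29 (0.78 to 4.26). Their counts in that subset were small, 43 in vehicle against 132 in p38KO for Lag3, 53 against 181 for Pdcd1 and 4 against 30 for Havcr2. In CD4 T cells of the p38i library Lag3 and Pdcd1 had intervals that included 0 and Havcr2 had too few counts for a call.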

Consistent with these observations, the subtype analysis of T cells, using the ProjecTILs R package [32], showed a notable decrease in the exhausted T cell populations (CD8 T_ex_) in the p38i and p38KO groups compared to the vehicle-control (Fig. 2e). 

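The atlas projection of ProjecTILs was not repeated here. An exhausted CD8 T cell was instead defined as a CD8 T cell with transcripts of Pdcd1 and of Lag3 or Havcr2, counted after thinning each cell to 1500 UMIs. No kept cell had fewer than 1500 UMIs, so none was left out. This definition held for 33 of 263 cells, or 12.5% (8.80% to 17.2%) in the vehicle library, 34 of 240 cells, or 14.2% (10.0% to 19.2%) in the p38i library and 10 of 156 cells, or 6.41% (3.12% to 11.5%) in the p38KO library. The intervals of all 3 libraries overlapped at this depth, and the p38i share was not below that of vehicle. At their own depth, which differs between libraries, the shares were 45.9% (39.9% to 51.9%), 46.9% (40.7% to 53.2%) and 14.6% (9.61% to 21.0%). There the p38KO interval overlapped neither that of vehicle nor that of p38i. None of the granulocyte-like cells carried the same transcripts after thinning, which allows background shares of up to 0.165%, 0.144% and 0.196% at the upper end of the exact intervals. Before thinning, the median depth of granulocyte-like cells was 2390, 2121 and 2102 UMIs. With at least 3 of 6 inhibitory genes in place of this definition, the shares were 7.60%, 6.67% and 1.92%.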

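Lists of 58 genes of T cell differentiation and 26 genes of T cell selection were written from general knowledge before the data were examined, since the gene sets of the study were not used here, and no enrichment score was computed. Of the differentiation list, 54 genes in p38i and 53 in p38KO had enough counts in T-like cells. Their median log2 ratio was 0.10 (95% counting interval 0.027 to 0.17) in p38i and 0.12 (95% counting interval 0.069 to 0.22) in p38KO, at the percentiles 82.0 and 66.8 of matched random lists. Of these genes, 34 had a higher and 20 a lower CPM in p38i than in vehicle, and 37 a higher and 16 a lower CPM in p38KO. The selection list had 24 usable genes and medians of 0.046 (-0.010 to 0.15) and 0.048 (-9.7e-05 to 0.17), at the percentiles 42.6 and 24.8. The median over all genes of T-like cells was 0.078 in p38i and 0.12 in p38KO, inside the intervals of both lists in both groups.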

The pathway analysis showed the enrichment in the transcripts of ‘T cell differentiation involved in immune response’ and ‘T cell selection’ pathways in the p38i and p38KO groups (Fig. 2d). Further, p38 blockade increased T cell populations with high expression of genes associated with T cell activation and survival such as *Bcl2a1b, Ifnγr2, Icos, Cd40lg*, and *Tnfrsf4* (Fig. 2b–c). In addition, the transcriptomic analysis showed upregulation of T cell transcription factors involved in differentiation to T-helper (Th) cells (i.e., *Slamf6, Gata3*, and *Rorα*) (Fig. 2b–c). 

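The 5 genes had a median log2 ratio of 0.090 (95% counting interval -0.052 to 0.21) in T-like cells of the p38i library and 0.31 (95% counting interval 0.14 to 0.40) in those of the p38KO library, at the percentiles 72.4 and 96.8 of matched random lists. Ifngr2 had only 18, 28 and 39 counts in vehicle, p38i and p38KO. Its log2 ratio was 0.72 (-0.19 to 1.66) in p38i and 1.31 (0.47 to 2.20) in p38KO, where it was called higher. Cd40lg was called higher in p38KO, at 0.51 (0.15 to 0.87), and had a lower CPM than vehicle in p38i, at -0.14 (-0.54 to 0.25). With median-ratio scaling it stood at 0.40 in p38KO, short of the size limit. Tnfrsf4 was higher by less than the size limit in both groups, at 0.20 (0.10 to 0.31) and 0.31 (0.20 to 0.41). Icos had intervals that included 0 in both, and so had Bcl2a1b, which had 155, 145 and 141 CPM in the vehicle, p38i and p38KO libraries. Transcripts of granulocyte markers, which T cells should lack, also rose in T-like cells, by a median of 0.96 (0.61 to 1.14) in p38i and 0.41 (0.22 to 0.60) in p38KO on the log2 scale.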

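Gata3 (chromosome 2, 9857078 to 9890034 of GRCm38) had 98.9, 102 and 174 CPM in T-like cells of the vehicle, p38i and p38KO libraries and was called higher in p38KO only, with a log2 ratio of 0.81 (0.61 to 1.01) against 0.038 (-0.19 to 0.26) in p38i. Rora had 119, 121 and 152 CPM and log2 ratios of 0.023 (-0.18 to 0.23) and 0.35 (0.16 to 0.55). Slamf6 had 111, 129 and 117 CPM and log2 ratios of 0.21 (0.0043 to 0.41) and 0.068 (-0.15 to 0.28). In p38i the differences of Gata3 and Rora were not detectable at this depth, and that of Slamf6 was below the size limit. The difference between the p38i and p38KO changes was not tested.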

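At 1500 UMIs per cell, CD4 T cells accounted for 91 of 354 cells, or 25.7% (21.2% to 30.6%) among T-like cells with Cd4 or Cd8 transcripts in the vehicle library, for 107 of 347 cells, or 30.8% (26.0% to 36.0%) in the p38i library and for 117 of 273 cells, or 42.9% (36.9% to 49.0%) in the p38KO library. The interval of p38KO did not overlap those of vehicle and p38i, which overlapped each other. Over all T-like cells the CD4 shares were 17.1% (14.0% to 20.6%), 16.3% (13.6% to 19.4%) and 21.9% (18.4% to 25.6%), so the p38KO interval overlapped both others at this depth. At the cells' own depth the shares among cells with either transcript were 36.2%, 40.7% and 57.0%, and over all T-like cells, a setting chosen after the data were seen, 29.7% (25.8% to 33.8%), 27.0% (23.7% to 30.6%) and 40.6% (36.4% to 44.9%), where the p38KO interval overlapped neither. Among granulocyte-like cells, Cd4 transcripts without Cd8 were found in 0.0447%, 0.0780% and 0.106% of cells. T-helper-1-like cells, defined as CD4 T cells with transcripts of Tbx21, Ifng or Cxcr3 and none of Foxp3, were 16 of 91 cells, or 17.6% (10.4% to 27.0%) in vehicle, 28 of 107 cells, or 26.2% (18.1% to 35.6%) in p38i and 22 of 117 cells, or 18.8% (12.2% to 27.1%) in p38KO, all with overlapping intervals. Their own-depth shares were 33.5%, 40.1% and 38.7%, and the same transcripts were found in 0.536%, 0.390% and 0.638% of granulocyte-like cells.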

The T cell subtype analysis showed an increase in CD4^+^ T cell levels, particularly the T-helper-1 populations in the p38i and p38KO groups compared to vehicle control (**Suppl. Figure 5b-c**). Together, these findings revealed that blockade of p38 (by tumor-specific p38α inactivation or with p38i) generates a T cell molecular signature consistent with an activating and less exhausted immune phenotype.

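Both p38 blockade groups were compared with the same vehicle library, so chance deviations of that library move both comparisons the same way. Of the 6 exhaustion genes, 100% changed in the same direction in p38i and p38KO. Simulated unchanged groups gave 66.3%, with all libraries, vehicle included, drawn from a common rate per gene. That simulation holds counting noise only. A deviation of the vehicle library through its mice or handling is not in it and could raise the share further. The shares were 80.0% of the activation genes against 66.2% simulated and 100% of the T-helper transcription genes against 66.5%. With median-ratio scaling, for which no simulation was made, they were 100% of the exhaustion genes, 60.0% of the activation genes and 0% of the T-helper transcription genes, since Icos and Slamf6 fell below 0 in p38KO, to -0.068 and -0.045, and Gata3 and Rora in p38i, to -0.037 and -0.053. The paper concludes that p38 blockade gives T cells an activated and less exhausted signature. It draws on the exhaustion, activation and T-helper transcripts and on its pathway and T cell subtype analyses.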

### Immunophenotyping of T cell populations in tissues from tumor-bearing mice

To validate the transcriptomic data, the T cell populations infiltrating the primary tumor were assessed at day14 post-implantation using flow cytometry (Fig. 3a–h) with a gating strategy shown in **Suppl. Figure 6a**. The analysis showed a reduction in CD8^+^ T cell populations expressing CTLA4 or LAG3 inhibitory receptors in the p38 blockade (p38i and p38KO) groups compared to the vehicle control (Fig. 3a–b), indicating a decrease in exhausted CD8^+^ T cell populations. Furthermore, the proportions of CD8^+^ T cells expressing multiple inhibitory receptors (CTLA4, LAG3, and PD1) were also decreased in the p38i and p38KO tumors compared to the control (Fig. 3c–e, **Suppl. Figure 6b**). This observation is consistent with a notion that exhausted CD8^+^ T cells may express multiple inhibitory receptors that act *via* various inhibitory pathways [33]. Conversely, the proportions of CD8^+^ T cells positive for proliferation marker Ki67 and negative for CTLA4, PD1 or LAG3 were increased in the p38i and KO groups (Fig. 3f–g, **Suppl. Figure 6a**), indicating a shift towards a more proliferative phenotype in CD8^+^ T cells. The absolute number and percentage of CD8^+^ T cells were also increased by p38 blockade (**Suppl. Figure 6c-d)**. The effects on LAG3 and CTLA4 were also observed at the mean fluorescence intensity (MFI) of the inhibitory receptors, indicating a reduction in their expression levels (Fig. 3h). Oppositely, the p38 blockade did not affect the proportion of tumor infiltrating regulatory T cell (Treg) populations expressing CD4^+^CD25^+^Foxp3^+^ markers (Fig. 3i), suggesting that the observed effects on CD8^+^ T cell exhaustion are not related to Treg populations. Thus, these findings demonstrate that tumor-specific p38α inactivation or systemic p38i blockade resulted in a reversal of exhaustion in tumor-infiltrating CD8^+^ T cells, in agreement with the transcriptomic scRNAseq data.

Next, we examined T cell populations in the tumor draining lymph nodes (TdLNs) and spleens (Fig. 3j–l, **Suppl. Figure 7–8**, and gating strategy in **Suppl. Figure 7a-b**). Flow cytometry analysis showed increased proportions of CD8^+^ T cells in CD3^+^ leukocytes in the spleens and TdLNs from the p38i/p38KO groups compared to the vehicle control (Fig. 3j), while levels of CD3^+^ leukocytes were also higher (**Suppl. Figure 7c**). Furthermore, the proportions of Ki67^+^ CD8^+^ T cells were markedly increased in the p38 blockade groups in the TdLNs (Fig. 3k, **Suppl. Figure 7d**) and spleens (**Suppl. Figure 7f**), indicating enhanced proliferation of CD8^+^ T cells. In the spleens, a marked increase in proliferating PD1-negative CD8^+^ T cells (PD1^−^ Ki67^+^) were observed in the p38 blockade groups compared to the vehicle-control (Fig. 3l), while minor changes were observed for PD1^+^ Ki67^+^ CD8^+^ T cells accounting for only a small fraction of CD8^+^ T cells (**Suppl. Figure 7e**). These findings indicate that the p38 blockade shifts T cells from an exhausted to more proliferative and activated state at distant lymphoid tissues, in addition to the primary TME.

To assess whether the p38 blockade affects memory T cells, CD44 and CD62L (L-selectin) were evaluated in CD8^+^ T cells in the TdLNs and spleens. These markers define major subsets of memory T cells: naive (CD44^low^CD62L^high^; T_naive_), central memory (CD44^high^CD62L^high^; T_CM_), and effector/memory (CD44^high^CD62L^low^; T_EM_) [28]. The analysis showed an increased proportion of CD8^+^ T cells expressing surface receptor CD62L^+^ in the TdLNs and spleens from the p38 blockade groups (**Suppl. Figure 8a**). A higher frequency of CD44^high^ CD62L^+^ T_CM_-like cells and CD44^low^ CD62L^+^ T_naive_-like cells were also observed in the TdLNs and spleens from the p38 blockade groups compared to the vehicle-control (**Suppl. Figure 8b-c**). Furthermore, the absolute number of T_naive_-like and T_CM_-like cell populations were also increased in the TdLNs and spleens from the p38 blockade groups compared to the vehicle-control (**Suppl. Figure 8d-e**). These data indicated that blockade of p38 directed T cells in the peripheral lymphoid tissues towards phenotypes resembling naïve and central memory-like states, rather than egress of effector populations from the lymphoid tissue to the tumor site. Memory-like cells possess self-renewing properties and are linked to improved anti-tumor immunity [34]. These observed effects of p38 blockade may contribute to the enhanced anti-tumor CD8^+^ activity (Figs. 2, 3) and underlie the anti-metastatic p38i action (Figs. 1c, e).

### Changes in myeloid populations caused by p38 blockade in tumor-bearing mice

Next, we investigated how the p38 blockade impacts myeloid cell populations identified in the scRNAseq study (Fig. 2). 

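The monocyte-like class held 576, 1029 and 466 cells of the vehicle, p38i and p38KO libraries. The 7 markers of pro-tumorigenic monocytes had a median log2 ratio of -0.23 (95% counting interval -0.31 to -0.18) in p38i and -0.16 (95% counting interval -0.25 to -0.087) in p38KO, at the percentiles 0.375 and 2.85 of matched random lists. All 7 had a lower CPM in p38i than in vehicle, and 6 of the 7 in p38KO. Cxcl2 (chromosome 5, 90903871 to 90905938 of GRCm38) fell from 1287 CPM (95% Poisson interval 1256 to 1318) in vehicle to 585 CPM (95% Poisson interval 569 to 602) in p38i and 694 CPM (95% Poisson interval 668 to 720.0) in p38KO, with log2 ratios of -1.14 (-1.19 to -1.08) and -0.89 (-0.96 to -0.83). Ptgs2 (chromosome 1, 150100031 to 150108227) was also called lower in both groups, at -1.13 and -0.66 (-0.81 to -0.50). Vegfa (chromosome 17, 46016993 to 46032369) was called lower in p38i, at -0.60 (-0.69 to -0.50), and stayed below the size limit in p38KO, at -0.36 (-0.47 to -0.25). Cd274 stood at -0.23 (-0.31 to -0.14) and -0.16 (-0.26 to -0.051). The log2 ratios of Clec4e, Tgfb1 and Pla2g7 in p38i were -0.019, -0.11 and -0.21, and in p38KO they were -0.11, -0.0044 and 0.045. Taking monocyte-like and macrophage-like cells together moved the p38KO median most, to -0.97. That pool held 142 macrophage-like cells in vehicle and 526 in p38KO, so a changed mix of classes can move it. In both groups the pro-tumorigenic markers changed the same way for 85.7% of the genes, against 67.3% in simulated unchanged groups.

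**Figure D3:**
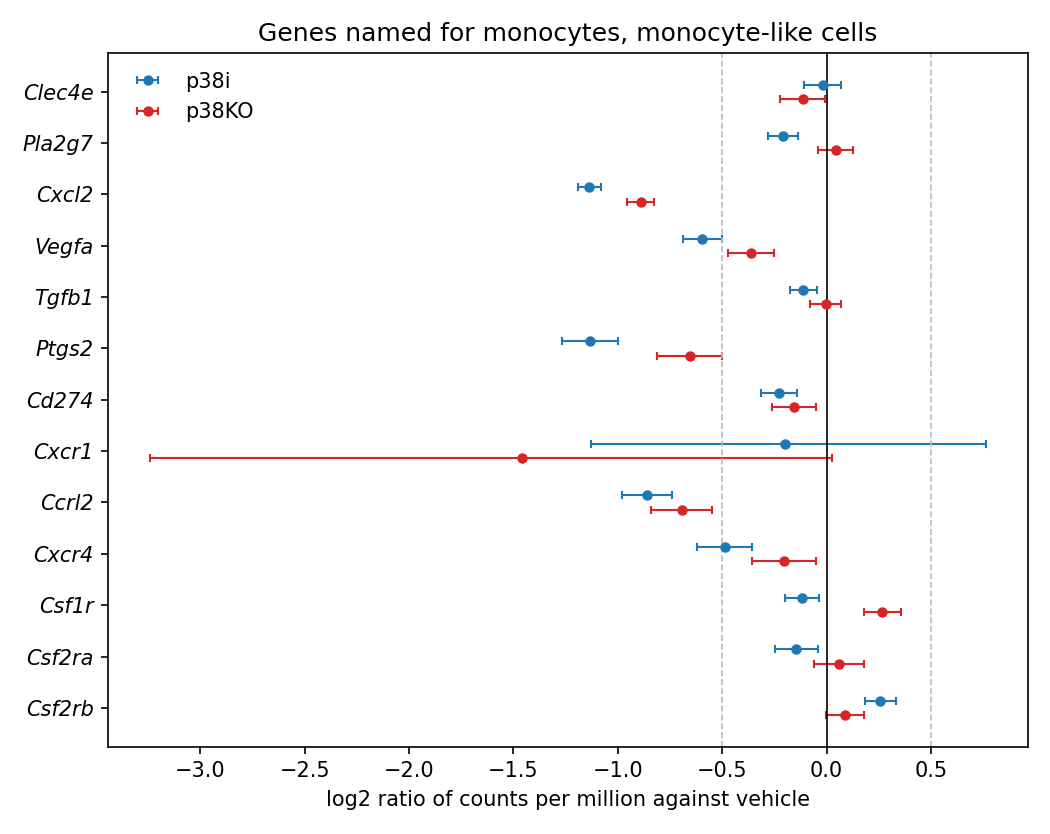
Log2 ratio of CPM against vehicle in monocyte-like cells for the p38i (blue) and p38KO (red) libraries, with 95% counting intervals; the dashed lines mark the size limit of 0.5 either way. Cxcl2 lies at -1.14 and -0.89, Csf2rb at 0.26 and 0.087, and the wide interval of Cxcr1 comes from 18, 25 and 5 counts.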

Transcriptomic analysis of monocytes showed that the p38 blockade decreased mRNA levels of markers associated with pro-tumorigenic monocytic and macrophage populations, *i.e*., *Clec4e, Pla2g7, Cxcl2, Vegfa, Tgfb1, Ptgs2* and *Cd274* (Fig. 4a–b **and Suppl. Figure 9a-b**). Notably, the expression of the chemokine receptors (*Cxcr1, Ccrl2, Cxcr4, Ccr5*) and the receptors for monocyte-stimulatory cytokines (*i.e*., *Csf1r, Csf2ra*, and *Csfr2b*) were also reduced by p38 blockade (Fig. 4a–b **and Suppl. Figure 9a-b**). Furthermore, p38i enhanced macrophages expressing *Sphk1, Il7r, Tnfrsf9* which is indicative of a shift towards an anti-tumor phenotype (**Suppl. Figure 9a-b**).

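Over these 7 receptor genes the median log2 ratio in monocyte-like cells was -0.20 (95% counting interval -0.42 to -0.10) in p38i and -0.12 (95% counting interval -0.19 to -0.024) in p38KO. Ccrl2 (chromosome 9, 111054486 to 111057519 of GRCm38) was called lower in both groups, with 231, 127 and 143 CPM in vehicle, p38i and p38KO and log2 ratios of -0.86 (-0.98 to -0.74) and -0.69 (-0.84 to -0.55). Cxcr4 was lower by less than the size limit, at -0.49 (-0.62 to -0.36) and -0.20 (-0.36 to -0.052). With median-ratio scaling, which shifts monocyte-like cells by 0.0338 and 0.0828, it stood at -0.52 in p38i, past that limit. Cxcr1 had 18, 25 and 5 counts, and its difference was not detectable in either group. Csf1r was -0.12 (-0.20 to -0.038) in p38i and 0.27 (0.18 to 0.36) in p38KO, where its CPM was higher than in vehicle. Csf2ra was -0.14 (-0.25 to -0.040) and 0.059 (-0.061 to 0.18). The gene listed as Csf2rb in the files had a higher CPM than vehicle in both groups, at 0.26 (0.18 to 0.33) and 0.087 (-0.0044 to 0.18). In p38i and p38KO 71.4% of the receptor genes changed the same way, against 67.8% in simulated unchanged groups.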

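The macrophage-like class held 142, 162 and 526 cells of the vehicle, p38i and p38KO libraries. Tnfrsf9 (chromosome 4, 150914562 to 150946102 of GRCm38) was called higher in p38i, with 32.8 CPM (95% Poisson interval 26.7 to 39.9) in vehicle and 58.9 CPM (95% Poisson interval 50.6 to 68.3) in p38i and a log2 ratio of 0.85 (0.48 to 1.21). Il7r had 36.0, 33.8 and 31.4 CPM in vehicle, p38i and p38KO and a log2 ratio of -0.092 (-0.50 to 0.31) in p38i, not detectable at this depth. Sphk1 had 3, 3 and 5 counts, too few for a call. In p38KO Tnfrsf9 stood at 0.12 (-0.21 to 0.46).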

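The granulocyte-like class held 2238, 2563 and 1880 cells of the vehicle, p38i and p38KO libraries. Over 7 genes of polymorphonuclear myeloid-derived suppressor cells (PMN-MDSCs), Cd84, Jaml, Wfdc21, Ptgs2, Cebpb, Vegfa and Mmp8, the median log2 ratio was -0.17 (95% counting interval -0.28 to -0.070) in p38i and -0.29 (95% counting interval -0.31 to -0.27) in p38KO, at the percentiles 7.02 and 0.130 of matched random lists. Cebpb (chromosome 2, 167688915 to 167690418 of GRCm38) was lower in both groups by less than the size limit, with 6977, 5267 and 5698 CPM and log2 ratios of -0.41 (-0.43 to -0.39) and -0.29 (-0.31 to -0.27). Vegfa had log2 ratios of -0.31 (-0.46 to -0.15) and -0.47 (-0.65 to -0.29). Ptgs2 was called lower in p38i, at -0.69 (-0.77 to -0.61), and stood at -0.12 (-0.19 to -0.039) in p38KO. Wfdc21 (chromosome 11, 83746940 to 83752642) went opposite ways, with 2082, 2899 and 1191 CPM and log2 ratios of 0.48 (0.45 to 0.51) and -0.81 (-0.85 to -0.76). Cd84 had log2 ratios of -0.081 (-0.16 to -0.0013) in p38i and 0.19 (0.11 to 0.28) in p38KO, and Jaml of -0.17 (-0.30 to -0.033) and 0.28 (0.14 to 0.42), so both had a higher CPM in p38KO than in vehicle. Median-ratio scaling lowers the log2 ratios of granulocyte-like cells by 0.0709 in p38i and 0.112 in p38KO. Cd84 and Jaml stayed above vehicle in p38KO under it, at 0.079 and 0.17, and Vegfa reached -0.58 there, past the size limit. With the mean of log2(CPM + 1) per cell in place of summed counts, the p38KO median moved most, to -0.57. Of the 7 genes, 42.9% changed the same way in both groups, against 66.6% in simulated unchanged groups.

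**Figure D4:**
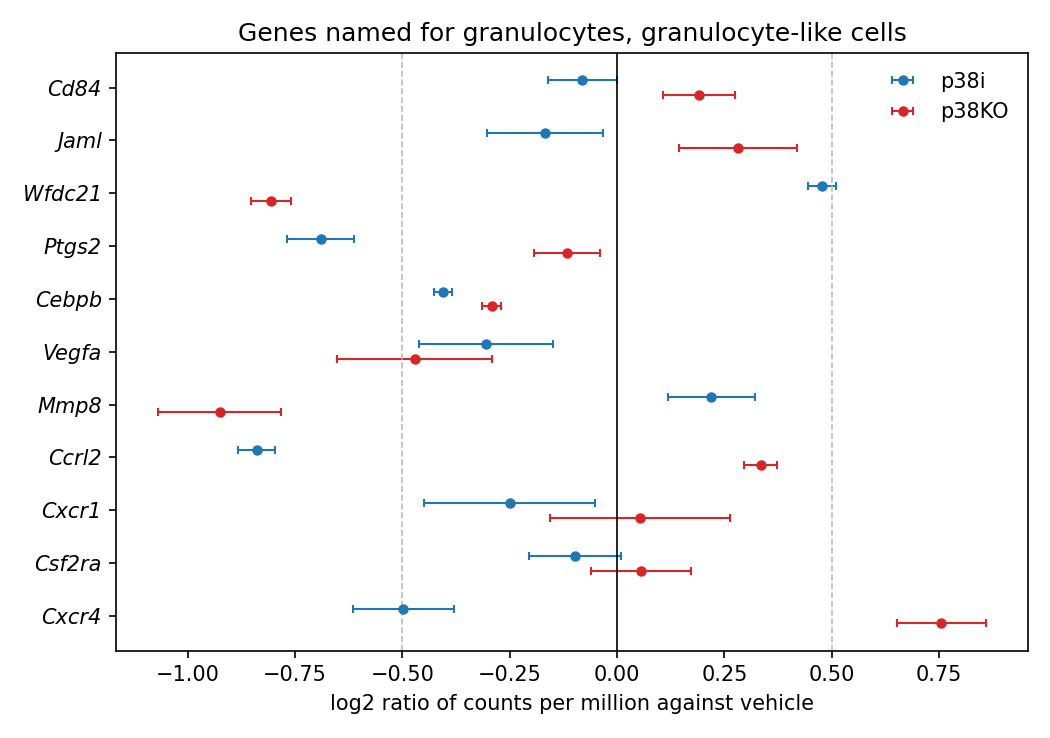
Log2 ratio of CPM against vehicle in granulocyte-like cells for the p38i (blue) and p38KO (red) libraries, with 95% counting intervals; the dashed lines mark the size limit of 0.5 either way. Cebpb and Vegfa lie left of 0 in both libraries, while Wfdc21 lies at 0.48 in p38i and -0.81 in p38KO.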

Analysis of granulocytic populations showed a marked reduction in the expression of markers of PMN-MDSCs (i.*e*., *Cd84, Jaml, Wfdc21, Ptgs2, Cebpb, Vegfa*) (Fig. 4c–d). Cd84 and *Jaml* were recently identified as surface receptors on MDSCs, with CD84 expressed by both human and mouse MDSCs [35]. *Ptgs2* (encoding COX2) is involved in the expansion and function of MDSCs [5, 36], while the transcription factor *Cebpb* is important for the generation of MDSCs [37]. In addition, blockade of p38 diminished expression of the matrix metalloprotease *Mmp8* in granulocytes (Fig. 4c). 

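Mmp8, on chromosome 9 from 7558456 to 7568485 of GRCm38, had 228 CPM (95% Poisson interval 216 to 239.8) in granulocyte-like cells of the vehicle library, 265 CPM (95% Poisson interval 253 to 278) in those of the p38i library and 119.9 CPM (95% Poisson interval 110.1 to 130.3) in those of the p38KO library. It was called lower in p38KO, with a log2 ratio of -0.93 (-1.07 to -0.78). In p38i its CPM was above that of vehicle by less than the size limit, at 0.22 (0.12 to 0.32), and with median-ratio scaling at 0.15.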

Mmp8 produced by PMN-MDSCs enhances metastasis by promoting extravasation and engraftment of circulating tumor cells [38]. 

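In granulocyte-like cells of the p38i library the 4 receptor genes Ccrl2, Cxcr1, Csf2ra and Cxcr4 had a median log2 ratio of -0.37 (95% counting interval -0.49 to -0.27), at the percentile 0.720 of matched random lists. Ccrl2 was called lower, with 1838 CPM (95% Poisson interval 1804 to 1871) in vehicle and 1027 CPM (95% Poisson interval 1003 to 1051) in p38i and a log2 ratio of -0.84 (-0.88 to -0.80). Cxcr4 stood at -0.50 (-0.62 to -0.38), just short of the size limit, and at -0.57 with median-ratio scaling. Cxcr1 stood at -0.25 (-0.45 to -0.051) and Csf2ra at -0.10 (-0.21 to 0.0097), whose interval included 0. In the p38KO library the median was 0.20 (0.15 to 0.30), at the percentile 77.9. It fell below 0, to -0.051, with the mean of log2(CPM + 1) per cell. In summed counts Cxcr4 was called higher, with 364 CPM against 216 CPM in vehicle and a log2 ratio of 0.76 (0.65 to 0.86), and Ccrl2 was higher by less than the size limit, at 0.33 (0.30 to 0.37). Cxcr1 and Csf2ra stood at 0.053 (-0.16 to 0.26) and 0.056 (-0.061 to 0.17) in p38KO, and with median-ratio scaling at -0.058 and -0.056. Markers of macrophages in the same cells had a median log2 ratio of 1.42 (1.23 to 1.62) in p38KO.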

Systemic p38 blockade with p38i decreased expression of the chemokine receptors *Ccrl2, Cxcr1, Csf2ra, and Cxcr4* in granulocytes, while only marginal changes were observed in the p38KO group (Fig. 4c–d). This observation suggests a direct effect of p38i on granulocytes that reduces their chemotactic capacity. 

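Of the 4 receptor genes, none changed the same way in p38i and p38KO, while simulated unchanged groups, with counting noise only, gave 65.0%. For Cxcr1 and Csf2ra the p38KO intervals include 0, and with median-ratio scaling both lay below 0 in both groups, so that 50.0% of the 4 changed the same way. From the decrease in p38i and the marginal changes it reports in p38KO, the paper proposes a direct effect of p38i on granulocytes that lowers their chemotactic capacity. With 1 library per group the difference between the p38i and p38KO changes was not tested.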

Taken together, the transcriptomic data indicate that systemic p38 blockade with p38i or tumor-specific inactivation of p38α reduced markers contributing to expansion of monocytic and granulocytic populations with immune-suppressive characteristics.

To gain further insights, myeloid cell populations were examined in the spleen of tumor-bearing mice, a known site of extramedullary hematopoiesis (EMH) in tumor-bearing mice [9, 39] and in patients with advanced-stage solid cancers [40]. The spleens were markedly enlarged in 4T1 tumor-bearing mice of the vehicle-control group compared to naïve mice (Fig. 5a). Pharmacological blockade of p38 reduced spleen sizes, in agreement with a prior report [9]. Furthermore, tumor-specific inactivation of p38α also reduced spleen sizes to values observed in the naïve group (Fig. 5a), indicating that tumor-derived signals regulate enlargement of the spleens. Analyses of the peripheral blood showed that blockade of p38 (by p38i and p38KO) diminished the levels of monocytes and granulocytes in the circulation (Fig. 5b, c). The assessment of markers associated with immune-suppressive activities in splenic granulocytes (CD11b^+^Ly6G^+^) showed elevated mRNA levels of *Il10, Vegfa, Tgfb1*, and *Arg1* in the tumor-bearing vehicle-control group compared to naïve mice (Fig. 5d–g). In contrast, the expression levels of these markers were markedly reduced in the p38-blockade groups, approaching levels seen in the naïve mice group (Fig. 5d–g). Notably, low mRNA levels of *Il12a* were observed in splenocytes from the tumor-bearing mice, whereas splenocytes from the naïve and p38-blockade groups exhibited high mRNA levels of *Il12a* (Fig. 5h). IL-12a is an alpha subunit of IL-12, IL-17, and IL-23 heterodimeric cytokines that are implicated in regulation cell-based immunity including T cell activation, differentiation, effector functions, and memory [41].

To further validate these results, the flow cytometry analysis was performed for spleens and tumors. Analysis of myeloid populations in spleens showed that the p38 blockade reduced splenic granulocytes (CD11b^+^Ly6G^+^) expressing markers of immunosuppressive activities (Arg1, iNOS, VegfA) at both the proportion and intensity levels (**Suppl. Figure 10, gating strategy Suppl. Figure 12**). Further, p38 blockade increased the frequency of CD101 + granulocytes, indicating a shift towards a mature phenotype characterized by CD101 expression [42]. Moreover, the flow cytometry analysis of tumors showed that the p38 blockade (p38i or p38KO) reduced inflitration of CD11b^+^ myeloid cells and granulocytic Ly6G^+^ Ly6C^lo^ populations in the tumor (**Suppl. Figure 11**, gating strategies for the spleen and tumor are shown in **Suppl. Figure 11**). Likewise, p38 blockade increased the frequency of CD101^+^ mature granulocytes. These data demonstrate that blockade of p38 exhibits two effects characterized by a shift towards a less immunosuppressive phenotype and a reduction in numbers of suppressive myeloid cells.

Together, these findings indicate that systemic p38 blockade and tumor-specific inactivation of p38α markedly reduce the generation and/or expansion of pro-tumor myeloid cell populations, while positively regulating factors promoting T cell mediated immunity.

### Tumor p38 controls production of chemotactic cytokines and chemokines

Thus far, our results suggest that tumor p38α activity regulates factors that stimulate expansion and recruitment of pro-tumor myeloid cells (TAMs, MDSCs) by affecting myelopoiesis in the spleen. Prior studies showed that inhibition of p38 in splenocytes did not interfere with the generation of MDSCs in cell culture settings [9]. Thus, p38 may exhibit pro-myeloid action indirectly *via* chemotactic activity of secreted cytokines and chemokines. This hypothesis was examined by testing the chemotactic capacity of tumor cell conditioned media (TCM) using transwell chemotaxis assays with the mouse RAW264.7 macrophage cell line. The TCM samples were prepared by incubating tumor cells in serum-free media for 48 hours. TCM from 4T1 cells strongly induced transwell migration of myeloid cells compared to the serum-free media controls (Fig. 6a and **Suppl. Figure 13a**). In contrast, transwell migration was markedly diminished in TCM from the p38i and p38KO groups (Fig. 6a and **Suppl. Figure 13a**). Comparable results were obtained with TCM from the human TNBC cell line MDA-MB-231 expressing EGFP or a dominant-negative (dn) p38^AGF^ mutant (Fig. 6b and **Suppl. Figure 13b**). To address a potential impact of p38i or non-peptide small molecules (e.g., prostaglandins), chemotaxis assays were performed with TCM depleted for compounds smaller than 3,000Da using Amicon filters. The chemotaxis assays showed that filtered-TCM stimulated migration of myeloid cells while this response was reduced in the p38 blockade groups (p38i and dnp38, **Suppl. Figure 13c-d**). These results supported a role of chemotactic cytokines in the chemotactic activity of tumor cells. Further, chemotactic activity of TCM towards T cells was measured in primary mouse T cells activated by anti-CD3/anti-CD28 treatment (**Suppl. Figure 14a**). It was observed that the migration of activated T cells was enhanced by TCM from p38i-treated or p38KO cells compared to TCM from vehicle-treated 4T1 cells. This opposite effect of p38 blockade on TCM-mediated migration suggest that p38 may control expression of tumor secreted factors, which can negatively or positively regulate the chemotactic migration of T cells.

Next, we examined whether p38 controls the expression of chemotactic factors. RT-qPCR analyses of 4T1 cells (Fig. 6c) showed that p38 blockade reduced mRNA levels of multiple cytokines and chemokines implicated in chemotaxis of myeloid cells. This observation was further validated in MDA-MB-231 cells (Fig. 6d). We also examined whether p38 blockade alters the expression of chemokine receptors in T cells infiltrating 4T1 tumors using our scRNAseq data. The analysis showed that mRNA levels of chemokine receptors were not altered in the p38i or p38KO tumor groups compared to the control (**Suppl. Figure 14b**).

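Of a list of 20 chemokine receptor genes, 13 had at least 20 counts in T-like cells in the p38i comparison and 13 in the p38KO comparison. Their median log2 ratio was -0.083 (95% counting interval -0.30 to 0.070) in p38i and 0.22 (95% counting interval -0.059 to 0.38) in p38KO, at the percentiles 2.43 and 89.6 of matched random lists. In p38i 3 genes were called lower, 1 higher and 9 neither, through a change below the size limit or an interval with 0. In p38KO 3 were called lower, 2 higher and 8 neither. Ccr9 was among these 8, although its log2 ratio of 1.42 passed the size limit. Cxcr4 (chromosome 1, 128588199 to 128592293 of GRCm38) was called lower in both groups, with 70.1, 40.4 and 40.1 CPM in vehicle, p38i and p38KO and log2 ratios of -0.79 (-1.11 to -0.48) and -0.80 (-1.13 to -0.48). Ccr7 was called lower in both, at -0.55 (-0.83 to -0.27) and -0.82 (-1.12 to -0.51). Cxcr2 was called higher in both, at 0.94 (0.46 to 1.44) and 0.75 (0.24 to 1.26), but it is one of the granulocyte markers whose transcripts rose in T-like cells. In p38KO Ccr6 was called higher, at 2.20 (1.11 to 3.43) from 9 and 36 counts, and Cx3cr1 lower, at -0.65 (-1.10 to -0.22). Cx3cr1 changed direction in p38KO when each cell was assigned from its own marker transcripts, to 0.15. Cxcr3 and Cxcr6 stood at -0.083 and -0.044 in p38i and at 0.22 and 0.42 in p38KO. Among receptors with enough counts in both comparisons, 75.0% changed the same way, against 66.0% in simulated unchanged groups.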

Recent evidence implicates extracellular vesicles produced by tumor cells, such as exosomes, as an intercellular form of communication to expand and mobilize immune-suppressive myeloid cells [43, 44]. We then assessed whether blockade of p38 regulates EV production by tumor cells. Nanoparticle analysis of TCM showed that the sizes of EVs from mouse and human tumor cells range from 50–200 nm (**Suppl. Figure 13e-f**). Inactivation of p38 (by p38i, p38KO, or dn-p38) did not change the sizes of the particles secreted by mouse and human tumor cells (**Suppl. Figure 13e-f**) but markedly diminished the amounts of tumor-secreted particles (Fig. 6e–f and **Suppl. Figure 13g-h**). Next, we examined the chemotactic capacity of EVs secreted by the tumor cells. Transwell migration assays showed that the addition of 10^6–8^ EVs is sufficient to stimulate chemotaxis of mouse myeloid cells (**Suppl. Figure 13i**). Then, the chemotactic activity of EVs from mouse and human tumor cells was assessed using 10^6^ particles from control cells and cells with inactivated p38 (p38i, p38KO, or dn-p38). Chemotactic capacity of EVs from p38-inactivated cells was markedly lower compared to vehicle-treated control cells (Fig. 6g–h, **Suppl. Figure 13j, k**). Thus, p38 blockade affected both secretion of EVs and the chemotactic capacity of EVs. The latter finding is likely associated with changes in the EV content in alignment with a reduced expression of chemokines and cytokines (Fig. 6c–d).

Next, we explored the clinical relevance of p38-related markers in human breast cancer. The analysis of TCGA data showed an elevated expression of p38-related markers in the basal-like subset of breast cancer (i.e., TNBCs) (Fig. 7a). Kaplan-Meier survival curves showed a clinically significant difference in overall survival in TNBC patients with high expression levels of p38-related markers (Fig. 7b). The median survival for patients with basal-like breast tumors in the low expression group is 196.36 months *vs* 84.73 months in the high expression group. These differences were limited to TNBC patients as evaluation of patients with Luminal A, Luminal B or Her2^+^ breast cancer subtypes based on expression of p38-related markers did not show clinically significant difference (**Suppl. Figure 15**). Together, these results provide evidence in favor of the model that tumor p38α activity promotes expression of cytokines and chemokines and secretion of chemotactic EVs that stimulate expansion of myeloid cell populations and their recruitment to the tumor and lungs (Fig. 7c). These myeloid populations facilitate metastasis in part by exhibiting immune suppressive activities on cytotoxic T cells, while blockade of p38α reduces T cell exhaustion and enhances T cell activation locally and systemically.

## DISCUSSION

The immune suppressive TME limits the potency of the antitumor immune response, facilitating disease progression and metastasis [2, 3]. Therefore, discovering druggable targets in the TME to reverse immune suppression is critical for improving patient outcomes. While prior research has implicated p38α in regulating the outcome of the immune-tumor interaction, the mechanistic details of how this occurs remained poorly defined. Here, we demonstrated that systemic blockade of p38 activity reduced metastasis, and this response was strongly dependent upon CD8^+^ T cells, as depletion of CD8^+^ T cells negated this anti-metastatic action (Fig. 7c). The impact of p38 blockade on reshaping the immune-TME landscape was further interrogated by scRNA-seq using either pharmacological (p38i) or tumor-targeted inactivation of p38α (p38KO). Comprehensive analyses revealed that both p38 blockade strategies led to an enhanced activation and less exhausted CD8^+^ T cell phenotype. These findings were validated at the protein level by immunophenotyping, including the analyses of the systemic T cell response within the tumor-draining lymph nodes (TdLNs) and spleens of tumor-bearing mice. Moreover, p38 blockade (*via* p38i or p38KO approaches) elicited a major impact on the myeloid compartment, reducing TAMs and MDSCs. Further investigation showed that tumor p38 regulates the expression of cytokines/chemokines and the production of exosome-like vesicles exhibiting chemotactic capacity. Blockade of p38 in tumor cells reduced their chemotactic activity towards myeloid cells, while enhancing migration of activated T cells. Together, our work provides new insights into the biology of tumor p38α and its actions on the immune-tumor interaction. Our findings unveiled a novel crosstalk among tumor cells, myeloid cells, and CD8^+^ T cells, regulating antitumor and anti-metastatic activity. This study thus extends our knowledge of how tumor p38α contributes to immune-tumor outcome.

Among the four isoforms of p38, the p38α isoform (encoded by *Mapk14*) is ubiquitously expressed at high levels [30]. Prior research showed that tumor p38α contributes to the invasive and metastatic capacities of tumor cells [7, 45], and tumor angiogenesis [8]. Importantly, a recent study revealed that tumor p38α plays a critical role in tumor-induced expansion of immune suppressive myeloid cells (TAMs, MDSCs), while depletion of MDSCs enhances tumor infiltration by cytotoxic CD8^+^ T cells [9]. Suppressive myeloid cells, MDSCs and TAMs, have been implicated in the induction of an exhausted T cell phenotype in cancer [46]. MDSCs can suppress proliferation of T cells [47] and promote tumor angiogenesis and metastasis in mouse models [48]. The current study provides insights into the mechanisms by which tumor p38α contributes to immune suppressive environment and metastasis.

It was observed that the anti-tumor effects of p38 blockade are dependent on the CD8^+^ T cell response, and depletion of CD8^+^ T cells negates this tumor control. The transcriptomic analysis and the immunophenotype studies in tumors showed that p38 blockade reduced the expression of multiple inhibitory receptors characterizing the T cell exhaustion phenotype (e.g., Ctla4, Lag3, Pdcd1, Havcr2).

Blockade of p38 reduced the levels of exhausted T cells and increased levels of activated T cells within the tumor and spleen (as a systemic site). The levels of tumor-infiltrating CD4^+^CD25^+^Foxp3^+^ Treg cells were not affected by p38 blockade. Exhaustion of T cells is among major limiting factors of immunotherapy efficacy [49], and reactivation of T cells may require blockade of multiple inhibitory receptors (PD-1, CTLA-4, and LAG-3) [33]. Thus, our work indicates that p38 blockade could reverse (or prevent) T cell exhaustion in the TME, leading to enhanced T cell mediated anti-tumor responses.

With respect to other states of CD8^+^ T cell differentiation, blockade of p38α increased the frequency of CD62L^high^CD44^+^ CD8^+^ T cell population in both TdLNs and spleen. This subset of CD8^+^ T cells exhibits a stem-like memory phenotype, also known as central-memory T cells (T_CM_), and elicits superior anti-tumor immunity in the context of adoptive cell transfer [50]. These cells express lower levels of effector molecules (*Prf1, Gzmb*) compared to the effector-memory subset but engraft more efficiently and persist longer in patients [51]. The *in vitro* data suggest that p38 may directly control the expression of CD44 and CD62L on CD8^+^ T cells (Fig. 7c). However, p38 blockade showed only marginal inhibitory effects on T cell proliferation in *in vitro* assays. The increased levels of CD62L on CD8^+^ T cells align with the role of CD62L in T cell homing to areas of lymphoid tissues [51]. Our findings are consistent with a recent study that identified p38 as an important regulator of CD62L^+^ CD8^+^ T cells in mouse models [52]. Thus, pharmacological inhibition of p38 may exhibit a direct effect on CD8^+^ T cell phenotype, in addition to the indirect effects exerted by tumor-specific p38 signaling discussed above.

Major effects of p38 blockade were observed on suppressive myeloid cells. Blockade of p38 by both pharmacological and genetic approaches suppressed tumor-induced expansion of TAMs and MDSCs (Fig. 5). Transcriptomic analysis of the TME showed that p38 blockade reduced the expression of markers for granulocytic (PMN) and monocytic populations and reduced the expression of chemokine receptors by myeloid cells. Furthermore, p38 blockade decreased the levels of monocytes and granulocytes in circulation and reduced the expression of multiple immune suppressive markers (*e.g*., *Vegfa, Tgfβ1, Arg1*) in splenic granulocytic subsets. These results imply that p38 controls the mechanisms governing tumor-induced expansion and recruitment of immune suppressive myeloid cells, which, in turn, induce exhaustion of T cells. In support of this indirect effect of p38, prior work showed that p38i did not block the generation of immune suppressive MDSCs *in vitro* [9].

Investigations into how p38 may regulate the expansion and recruitment of TAMs and MDSCs showed that p38α controls the tumor cell expression of cytokines and chemokines (e.g., CCL2, CXCL1, IL6, GM-CSF, G-CSF). These signals can stimulate the expansion and recruitment of myeloid populations, such as PMN-MDSCs and TAMs [31, 48, 53]. Previous studies have shown that tumor-derived CCL2 promotes the recruitment of TAMs and MDSCs [54, 55], while CXCL1 promotes the recruitment of MDSCs [56].

Importantly, our work revealed an unrecognized role of p38α in regulating tumor-derived exosomes with a chemotactic capacity. Exosomes are cell-secreted vesicles (30–150nm diameter) that mediate cell to cell communication by carrying signaling molecules, which are taken up by other cells and influence the phenotype of those cells [57]. We found that p38 blockade (by p38i or p38KO) reduced the amounts and chemotactic activity of exosomes secreted by human and mouse tumor cells, indicating that p38α regulates the production and the content of exosomes. A prior study showed that exosomes secreted by mouse TNBC cell lines (such as 4T1) are mainly distributed to the lungs and promote metastatic colonization in the lungs [58]. 4T1-derived exosomes are primarily taken up by myeloid cells in the lungs (40–60%) and spleen (20–30%) and markedly increased the frequency of PMN-MDSCs [58]. Mechanistically, tumor-derived exosomes may carry chemokines (i.e., CCL2) that, by interacting with cognate receptors (i.e., CCR2), promote the uptake of exosomes by myeloid cells at metastatic sites [59]. Further, 4T1-derived exosomes can also carry matrix proteins, such as fibronectin that exhibit chemo-attraction for myeloid cells [60]. In support of this notion, p38α controls the expression of CCL2 and fibronectin in mouse and human TNBC cell lines, including 4T1 and MDA-MB-231 [9, 61]. Taken together, these observations support a critical role for p38α in the production of tumor-derived exosomes and signaling molecules (cytokines/chemokines) that can mediate the expansion and recruitment of TAMs and MDSCs.

Altogether, our study demonstrates that pharmacological targeting of p38α may improve the antitumor immune response by restraining multiple integral elements of the immune suppressive TME. These findings implicate p38α as a druggable therapeutic target and that pharmacological blockade of p38α can be combined with immune-based therapies, such as immune checkpoint inhibitors, to improve therapeutic responses and patient outcomes.

## Supplementary Material

This is a list of supplementary files associated with this preprint. Click to download.

- Supplementaldata071725.pdf

## Figures and Tables

**Figure 1:**
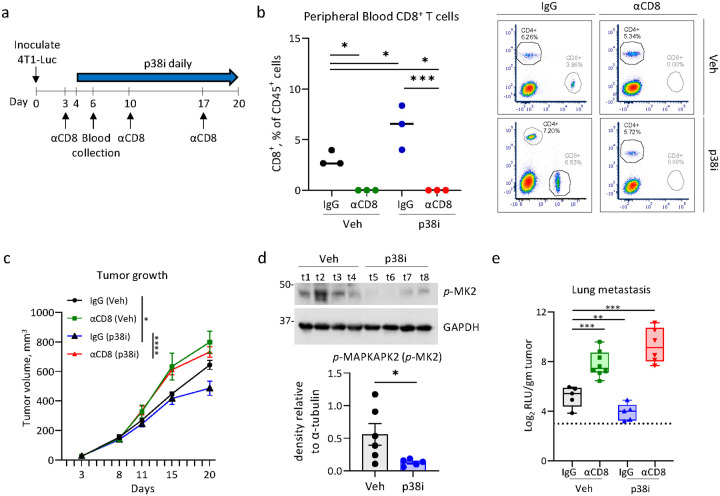
CD8^+^ T cells contribute to anti-metastatic activity of the systemic p38 blockade. (**a**) Experimental design of the *in vivo* study. Mouse mammary carcinoma 4T1-luc cells were implanted into mammary fat pads of BALB/c mice. On day 3, mice received i.p. injections of antibody to CD8. (**b**) Flow cytometric evaluation of CD8^+^ T cell levels in peripheral blood of mice (n=3/group) along with representative flow plots. Plots show %CD4^+^ and %CD8^+^ of live CD45^+^ cells. Comparisons were performed using one-way ANOVA. (**c**) Tumor growth curves for the individual groups. Error bars indicate Mean +/− SEM; the group comparisons were done using two-way ANOVA. Statistical values are shown at day 19 post implantation. (**d**) Immunoblots of whole tumor extracts from mice bearing 4T1 tumors from the vehicle control and p38i treated groups. Statistical analysis was done by t-test. (**e**) Luminescence activity in whole cell extracts from the lungs of tumor bearing mice, n=6/group. Values are log_2_ transformed and normalized to average tumor weight. RLU- Relative luminescence Units. The CD8-depletion experiment was repeated two times. Comparisons were performed using t-test. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001; ns, non-significant.

**Figure 2:**
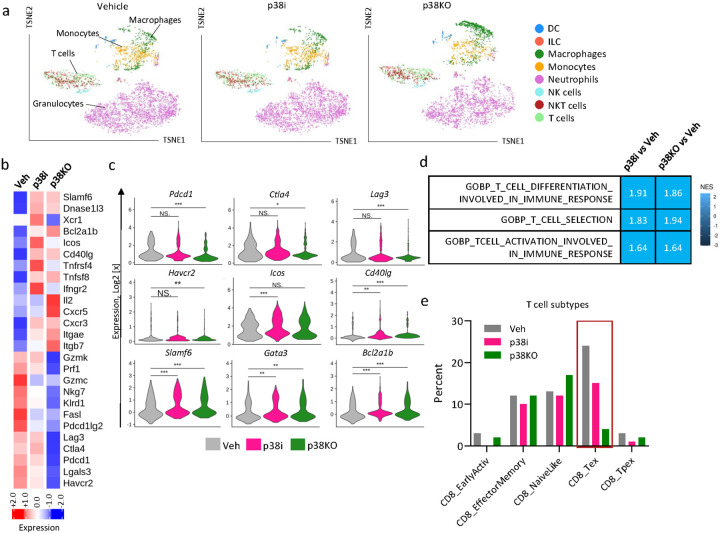
Inactivation of p38 alters the tumor immune microenvironment. The analysis of the tumor immune landscape was performed using single cell RNA sequencing (scRNAseq) in female BALB/c mice implanted with 4T1-luc (control and p38KO) cells. At day 4, mice bearing 4T1-luc tumors were treated with vehicle or p38 inhibitor (30mg/kg ralimetinib) for 10 days. At day 14 post implantation, the tumors were harvested and live CD45^+^ cells were subjected to scRNAseq. (**a**) The t-SNE plots show the immune populations identified in the tumors. (**b**) The heatmap of differential gene expression in T cells from the control and p38 blockade groups. Cutoffs used: p<0.05 and log2FC>0.5. (**c**) Violin plots for differentially expressed genes. Comparisons were performed using t-test. (**d**) Pathway enrichment analysis for T cells comparing the vehicle group to the p38i or p38KO groups; NES, normalized enrichment score. (**e**) CD8^+^ T cell subtypes detected by ProjecTILs package in R. *, p<0.05; **, p<0.01; ***, p<0.001; ***, p<0.001; NS, non-significant).

**Figure 3:**
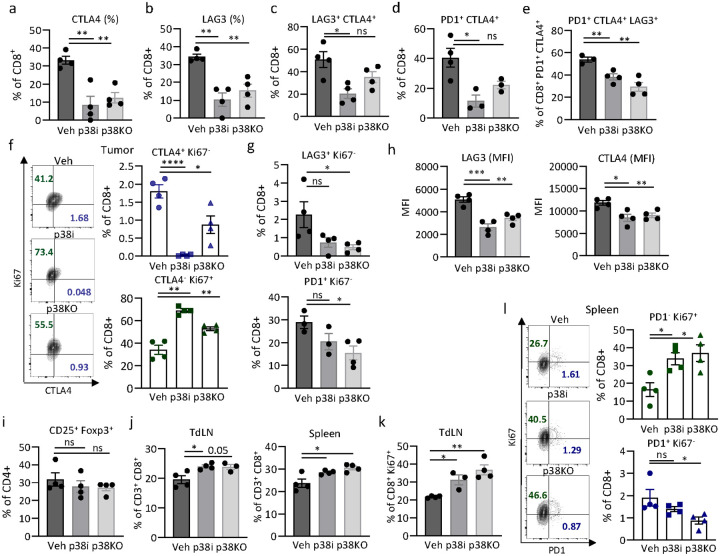
Immunophenotyping of T cells in the tumor and distant immune compartments. 4T1-luc control or p38KO cells were implanted into female BALB/c mice. At day 4, mice bearing control 4T1-luc tumors were treated with vehicle (Veh) or p38i (30mg/kg ralimetinib) by daily gavage. At day 14 post implantation, the tumors, lymph nodes, and spleens were harvested and subjected to the flow cytometry analysis. The **a-i** panels show the flow cytometry data for the tumor groups. (**a-b**) Percentage of CD8^+^ T cells expressing CTLA4 or LAG3. (**c**) Percentage of LAG3-positive CD8^+^ T cells co-expressing CTLA4. (**d**) Percentage of PD1-positive CD8^+^ T cells co-expressing CTLA4. (**e**) Percentage of LAG3-positive CD8^+^ T cells co-expressing CTLA4 and PD1. (**f**) Scatter plots and percentage graphs for CD8^+^ T cells expressing CTLA4 and Ki67 in the tumors. (**g**) Percentage of LAG3^+^ Ki67^−^ or PD1^+^ Ki67^−^ in the CD8^+^ T cell populations in the tumors. (**h**) Expression levels of LAG3 or CTLA4 (in mean fluorescence units, MFI) in CD8^+^ T cells. (**i**) Percentage of T regulatory cells (CD4^+^ CD25^+^ Foxp3^+^) in the tumors. (**j**) Percentage of CD8^+^ T cells in the TdLNs and spleens. (**k**) Ki67-positive (%) CD8^+^ T cells in the TdLNs. (**l**) Scatter plots and percentage graphs for CD8^+^ T cells in the spleens that Ki67-positive and PD1-negative (PD1^−^ Ki67^+^, proliferating and non-exhausted) or Ki67-negative and PD1-positive (PD1^+^ Ki67^−^, exhausted and non-proliferation). Representative data of 3 biological repeats are presented as mean +/− SEM for n=3–4 mice/group. Comparisons were performed by t-test (*, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001; NS, no significance).

**Figure 4:**
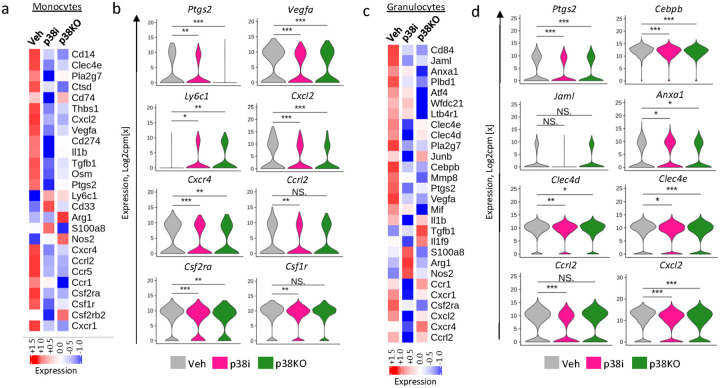
Effects of the p38 blockade on the transcriptome of monocytes and granulocytes. (**a**) The heatmap of differential gene expression in monocytic cell populations (scored in log2 counts per million) from the scRNAseq analysis using the vehicle, p38i-treated, and p38KO tumor groups. (**b**) Violin plots show distribution of gene expression levels, scored in log2 counts per million, in the monocytes from the vehicle, p38i, and p38KO tumor groups. Comparisons by t-test. (**c**) Heatmaps show scaled average gene expression levels for granulocytic MDSC populations (scored in log2 counts per million) from the vehicle, p38i, and p38KO tumor groups. (**d**) Violin plots show distribution of gene expression levels (in log2 counts per million) in the granulocytes from the vehicle, p38i, and p38KO tumor groups. Comparisons using t-test: *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001; NS, non-significant).

**Figure 5:**
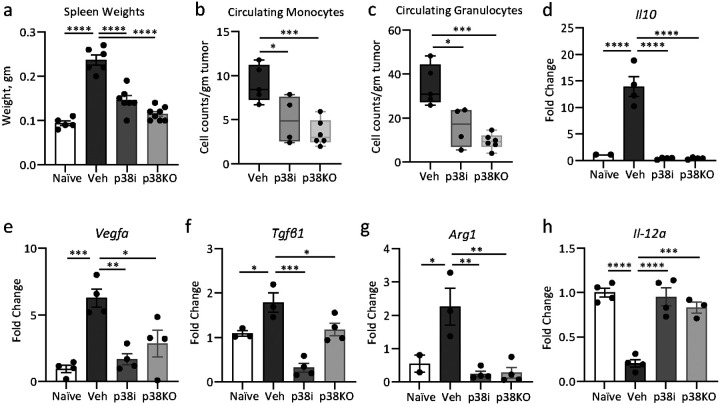
Effect of the p38 blockade on myeloid cell populations in the spleen. Tumor 4T1-luc control or 4T1p38KO cells were implanted into mammary fat pads of BALB/c mice. At day 4, mice bearing 4T1-luc tumors were treated with vehicle or p38i (20mg/kg ralimetinib) by daily oral gavage. At day 14 post implantation, the spleens were harvested and Gr1^+^ splenocytes were isolated and subjected to RT-qPCR. (**a**) Weights of spleens from the vehicle, p38i, and p38KO groups. (**b-c**) Levels of monocytes and granulocytes in the peripheral blood are shown relative to tumor size. Comparisons were done by t-test. (**d-h**) mRNA levels of target genes in Gr1^+^ splenocytes. The fold changes relative to the vehicle group are shown as mean +/− SEM for 3 independent experiments. Comparisons by one-way ANOVA: *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Figure 6:**
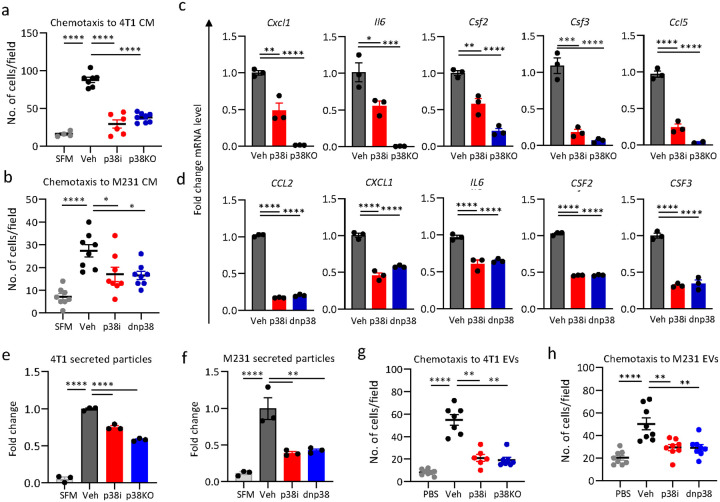
The contribution of the tumor p38 signaling to the tumor-myeloid crosstalk. Tumor cell conditioned media (TCM) was prepared using mouse mammary tumor 4T1 cells or human breast adenocarcinoma MDA-MB-231 cells incubated for 48hrs in serum-free nedia with or without p38i. Exosomes were isolated from TCM using an ultracentrifugation approach. Chemotactic capacities of TCMs and exosomes were evaluated in transwell migration assays using mouse macrophage cell line RAW 264.7. (**a**) Chemotactic capacity of TCMs from 4T1 cells in the vehicle, p38i and p38KO groups. (**b**) Chemotactic capacity of TCMs prepared from MDA-MB-231 cells treated with vehicle (Veh, DMSO) or p38i (2μM ralimetinib), or MDA-MB-231 cells expressing dn-p38 (AGF) construct. Serum-free media served as a negative control. (**c**) mRNA levels of cytokines and chemokines expressed by 4T1 cells (treated with vehicle or p38i for 24h) or p38KO cells. Fold changes relative to vehicle-treated cells using 5S rRNA for normalization. (**d**) mRNA levels of cytokines/chemokines in MDA-MB-231 cells: vehicle, p38i-treated (2μM ralimetinib) for 24hrs, or dn-p38. Fold changes relative to vehicle-treated cells using GAPDH for normalization. (**e**) Extracellular vesicles from 4T1 TCMs were analyzed using Nanoparticle Tracking Analyzer. Fold differences show the number of the secreted particles relative to the vehicle-treated cells. (**f**) Concentration of EVs in TCMs prepared using MDA-MB-231 cells (see description panel **b**). Fold differences show the number of the secreted particles relative to the vehicle-treated cells. (**g-h**) Chemotactic capacity of EVs prepared from the 4T1 cells (**g**) or MDA-MB-231 cells (**h**) treated with vehicle (Veh, DMSO) or p38i (2μM ralimetinib), or MDA-MB-231 cells expressing dn-p38 (AGF) construct. Serum-free media served as a negative control. The representative data are shown from 3–6 independent repeats. Data are shown as mean −/+ SEM. Comparisons by one-way ANOVA: *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001.

**Figure 7:**
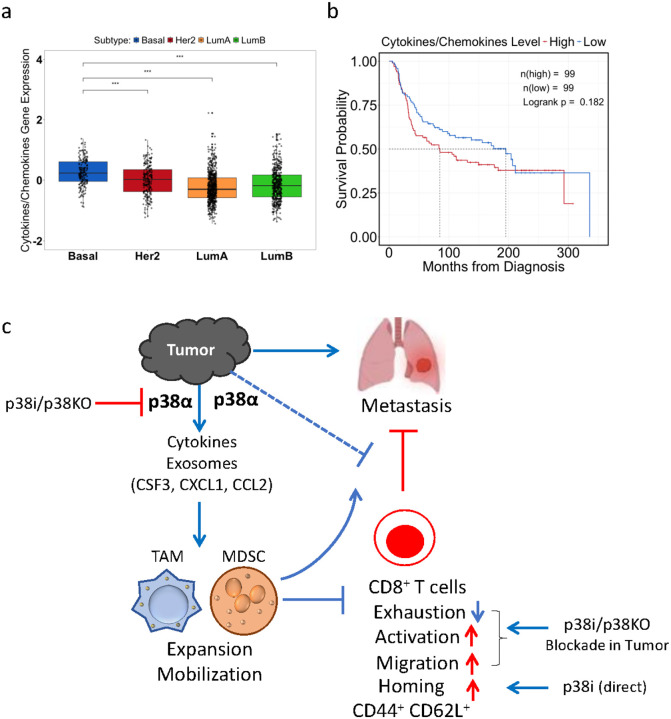
Expression of p38-regulated markers predicts survival in human breast cancer subtypes. (**a**) mRNA expression levels of cytokine/chemokine factors regulated by p38α in breast cancer subtypes. (**b**) Kaplan-Meier survival plots in patients with basal-like breast cancer using the TCGA database and stratified for high (red line) or low (blue line) expressions of cytokines and chemokines regulated by p38α. Median survival in the low expression group is 196.36 months vs 84.73 months in the high expression group. (**c**) A working model of tumor p38α contribution to tumor progression and metastasis by facilitating the production of tumor-derived factors which promote the expansion and mobilization of immune-suppressive TAMs and MDSCs. These myeloid cells are recruited to primary tumor and distant metastatic sites, where they facilitate formation of immune-suppressive microenvironment and inhibit anti-tumor immune response. In addition, systemic p38 blockade by p38i may exhibit a direct effect on CD8^+^ T cells enhancing their homing potential.

## Data Availability

The data generated in this study are available upon request from the corresponding author. The scRNAseq raw data have been deposited at NCBI GEO site access number GSE282734.

## Abbreviations

MDSCs: myeloid-derived suppressive cells
TAMs: tumor-associated macrophages
TME: tumor microenvironment
TNBC: triple-negative breast cancer
MBC: metastatic breast cancer

How the deposited data were processed for this re-analysis (not part of the article)

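Single-cell RNA sequencing of CD45-positive cells sorted from 4T1 tumors was analysed for 3 conditions, vehicle, p38i and p38KO, each with 1 library pooled from 3 mice. The authors processed the reads with Cell Ranger (version 6.0.0 in the file headers) against a mouse reference, and the deposited values are UMI counts per gene and cell barcode with no normalization and no filter of the study applied. They cover 32285 genes and 16143 barcodes. The build and annotation of the reference are not stated in the paper. Gene positions given here come from GENCODE M21 on GRCm38 and start at base 1. Flow cytometry, imaging, cytokine, RT-qPCR and survival data of the paper were not analysed here.

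Cells with at least 1500 counts, at least 300 detected genes and at most 20% mitochondrial counts were kept, as in the study, which left 12472 cells. Counts were scaled to 10000 per cell and log-transformed. From genes seen in at least 10 cells, 2000 variable genes were chosen per library, with the genes named by the study left out so that clusters were not built on the outcomes. Scaled values were limited to 10, and 30 principal components, 15 exact nearest neighbours and Leiden clustering at resolution 1 with random seed 1 followed, with all libraries together and no batch correction. Batch and condition cannot be told apart with 1 library per condition. The tools were Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

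A cluster took the name of the class with the largest share of its markers detected, where a marker counts when at least 10% of the cluster's cells have it and its CPM is at least 2 times that of all other cells, and where at least 3 markers count. It stayed unnamed where another class had more markers among the top 10 genes, or where none of its own was among them and its cells were far shallower than the library median. A top gene had to be seen in at least 25% of the cluster's cells and was ranked by its fold after 10 was added to the CPM. The classes are approximate: they rest on transcripts and were not compared with the reference profiles of the study. These thresholds, and the rule that T-like clusters with a gene of the γδ T cell receptor among the top 10 stay unnamed, were set after the counts were seen. A pair of naming rules was tried. The rule above came first. After its class shares were seen it was replaced by a rule that compares each cluster with the median of the other clusters, which left 3.93%, 4.01% and 4.51% of cells of the vehicle, p38i and p38KO libraries unnamed, 2 dendritic cell clusters among them. The first rule, which leaves 1.52%, 1.27% and 1.24% unnamed, was then taken up again for all values reported here, and the second is given as an alternative. Scrublet scores were computed per library with an assumed doublet rate of 5%. Its automatic threshold did not work, so no doublets were removed.

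For each class, counts were summed over cells and expressed as CPM with exact Poisson 95% intervals. A log2 ratio to vehicle carries an exact conditional binomial 95% interval, and 0.5 stands in for a count of 0. A call needs a log2 ratio of at least 0.5 either way, an interval without 0 and at least 20 counts over both libraries. Shares carry exact Clopper-Pearson 95% intervals. No test between groups was made, since there is no replicate library. Gene lists are summarised by the median log2 ratio of genes with at least 20 counts, an interval from 2000 Poisson simulations, and the percentile among 10000 lists drawn from the 100 genes nearest in expression to each listed gene. Because p38i and p38KO share the vehicle library, the share of genes that change the same way in both is given beside the share in simulated unchanged groups. There all libraries, vehicle included, are drawn from a common rate per gene, with counting noise only. T cell subsets are defined by transcripts after each cell is thinned to 1500 UMIs, with the same transcripts counted in granulocyte-like cells as background. The genes named in the text are those the paper names for these data, in its text or heatmaps, in the cell class it names them for, the lists of chemokine receptors, T cell differentiation and T cell selection genes, Mapk14, Foxp3, Mki67, Cd44 and Cd101, and the 3 genes per class and direction with the largest change in both groups, ranked by the smaller of both changes. Single values of 2 genes that this rule takes in are not reported here. Top genes needed at least 100 counts over the libraries and 100 CPM in one of them, and mitochondrial, ribosomal protein, Gm-numbered and Rik genes were left out. Csfr2b in the paper is read as Csf2rb. The lists of interferon-response, mast cell protease and dissociation-response genes, and genes named beside them, were chosen after leading genes of clusters or top changes were seen.

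Depth sets the precision. The summed counts of T-like cells were 3397190, 3219090 and 2966728 UMIs, those of monocyte-like cells 5278376, 8405963 and 4025908, those of macrophage-like cells 3079216, 2985676 and 8917026 and those of granulocyte-like cells 6275586, 6847557 and 4604757 in vehicle, p38i and p38KO. The steps were tested on simulated data. With 200 genes changed in counts drawn at the depth of T-like cells, 197 (98.5%) were called in the right direction among 10121 genes, intervals covered the true value for 96.0% of genes, and 1.92% of unchanged genes were called. At the depth of granulocyte-like cells the numbers were 196 (98.0%) among 8772 genes, 95.8% and 1.94%. The simulation holds Poisson noise only and none of the variation between mice. The changed genes were drawn from those with at least 100 counts over the libraries, and each changed at least 2-fold either way. Recovery of smaller changes, or in genes with fewer counts, was not tested.

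The heatmap genes that the text of the paper does not name were summarised as lists too. Their median log2 ratios were -0.27 (-0.37 to -0.15) in p38i and -0.20 (-0.40 to 0.026) in p38KO for T-like cells, at the percentiles 0 and 0.0500 of matched lists. In monocyte-like cells they were -0.18 (-0.20 to -0.15) and -0.15 (-0.19 to -0.067), at 0.0200 and 0.270, and in granulocyte-like cells -0.15 (-0.18 to -0.10) and 0.044 (-0.12 to 0.076), at 6.82 and 23.0. Heatmap genes were picked by the study from these libraries, so these values are not independent of it. The same holds for the percentiles of the exhaustion, activation, monocyte and granulocyte genes that its text names. The alternatives were no cell filter, a mitochondrial maximum of 10%, classes set from each cell's own transcripts, with at least 2 markers, a Leiden resolution of 2, clustering with the study genes kept, median-ratio scaling, the mean of CPM per cell, the mean of log2(CPM + 1) per cell, every listed gene in the median, monocyte-like and macrophage-like cells together, cells at their own depth, all T-like cells as the denominator and another definition of exhausted CD8 T cells. Removal of the top doublet scores and the second naming rule, alone, without the cell filter and at a Leiden resolution of 2, and own depth joined to the denominator of all T-like cells, were added after the data were seen.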

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

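The tests of the interferon-response genes, of free RNA in monocyte-like cells and of the T-like cluster behind Ccl1 and Penk and the choice of the mast cell protease and interferon-response lists came only after the results were seen; the wording of the interferon test was also changed after its first values were seen, from T-like cells alone to 5 classes and from both groups together to each group. The free RNA test in monocyte-like cells was split by group, and the rule for reading the test of the T-like cluster was changed, after their values were seen. Each result is a signal in genes that the paper does not discuss or in a class that it left out, higher in the p38KO library than in vehicle by more than counting error. With 1 library per condition, a difference of the condition, of the 3 pooled mice and of the preparation are confounded for every result here, and no test between groups was made.

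Mast-or-basophil-like cells made up 3.01% (2.49% to 3.59%) of the p38KO library, 0.376% (0.223% to 0.593%) of the p38i library and 0.209% (0.0905% to 0.412%) of the vehicle library. Over the alternatives of processing the p38KO share ran from 2.17% to 3.01% and the vehicle share from 0.158% to 0.283%. They fell into a cluster led by mast cell proteases (Mcpt2, Mcpt1, Cma1 and Tpsb2), with 2, 6 and 96 cells of the vehicle, p38i and p38KO libraries, and one led by Mcpt8 and Il4, with 6, 12 and 20 cells. The first is almost entirely of 1 library and may belong to that library alone. Free RNA is unlikely as its source, since 9.79% of granulocyte-like cells of the p38KO library had a protease transcript against 84.5% of the mast-or-basophil-like cells. Doublets are unlikely too, since 7.76% (3.61% to 14.2%) of these cells were among the top doublet scores against 5.39% of all kept cells. Local tissue taken along with a tumor, a single mouse of the pool and an effect of p38α loss in the tumor cells stay open and were not tested.

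The 9 interferon-response genes had a median log2 ratio of 0.69 (0.59 to 0.76) in granulocyte-like cells of the p38KO library and of -1.58 (-1.70 to -1.47) in those of the p38i library. A difference of the whole library in p38KO cannot be told apart from one of the granulocytes. T-like (0.44), monocyte-like (0.67), macrophage-like (1.63) and dendritic-cell-like cells (0.56) moved the same way, while NK-like cells stood at -0.40 (-0.83 to 0.15) from 3 genes, an interval with 0. In p38i the same question stays open. T-like cells stood at -0.54, monocyte-like cells at -0.68, dendritic-cell-like cells at -0.68 and NK-like cells at -1.05, and macrophage-like cells at -0.051 (-0.28 to 0.32). The list holds Rsad2, which was picked from these libraries and, with Ifit1, led a granulocyte-like cluster. That cluster held 285 of 2238, 78 of 2563 and 393 of 1880 granulocyte-like cells of the vehicle, p38i and p38KO libraries. Its share goes the same way as the medians of granulocyte-like cells. A change of this share and a change within cells were not told apart. In macrophage-like cells Rsad2 had a log2 ratio of 2.52 (2.16 to 2.91) in p38KO, with a range of 0.24 to 2.53 over the alternatives, and of 1.04 in p38i, with an interval above 0, where it fell in granulocyte-like cells, at -1.68. A single gene does not decide the question in p38i. An exposure to interferon that differs between the mice, a difference between the tumors and a difference of handling were not separated.

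In T-like cells of the p38KO library Ccl1 had a log2 ratio of 2.57 (2.39 to 2.75) and Penk of 1.72 (1.52 to 1.91), with ranges of 0.23 to 2.65 and 0.036 to 1.77 over the alternatives. In p38i they stood at 0.95 and 0.88. One T-like cluster, led by Lgals7, Cd4 and Tnfsf8, held 32, 48 and 94 cells of the vehicle, p38i and p38KO libraries. Its larger share is unlikely as the whole cause of the rises. Without it Ccl1 still rose by 0.64 (0.25 to 1.03) and Penk by 0.92 (0.67 to 1.18), and within it by 1.49 (1.28 to 1.72) and 1.56 (1.19 to 1.95). The rises without it are smaller than in all T-like cells, so the share may account for part. A different mix of cells inside and outside the cluster, which was drawn from the same transcripts, stays open and was not tested.

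In monocyte-like cells Txnip, Slpi and Timp1 had log2 ratios of 1.30 (1.12 to 1.49), 0.84 (0.75 to 0.93) and 1.36 (1.13 to 1.58) in p38KO and of 1.15, 1.06 and 0.64 in p38i. Over the alternatives the p38KO values ran from 0.92 to 1.71, -0.034 to 1.04 and 0.36 to 1.39. Free RNA of granulocytes is an unlikely source of the rises in p38KO, where granulocyte markers in monocyte-like cells changed by -0.32. In p38i they rose by 0.30, and free RNA and a change within monocyte-like cells cannot be told apart there, since the markers rose too, by less than the 3 genes. Handling, other sources of free RNA and a change in the kind of monocyte were not tested.

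In macrophage-like cells S100a6 had log2 ratios of 0.59 (0.46 to 0.73) in p38KO and 1.23 in p38i. Over the alternatives the p38KO value ran from -1.30 to 0.73, so its direction in p38KO depends on the processing. S100a6 is also made by monocytes, and no explanation, technical or biological, was tested.

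In granulocyte-like cells of the p38KO library Mrpl52, Clec5a and Spp1 had log2 ratios of 0.77 (0.59 to 0.95), 1.18 (0.96 to 1.39) and 1.11 (1.01 to 1.21), with ranges of 0.40 to 0.88, 0.58 to 1.29 and 0.31 to 1.16 over the alternatives. Free RNA of macrophages is a candidate source, consistent with a median log2 ratio of 1.42 of macrophage markers in the same cells. In p38i the macrophage markers stood at -0.53 while the 3 genes stood at 0.56, 0.43 and 0.41, so the rises in p38i are left open. A change within granulocytes under p38α loss was not excluded.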

How the results depend on the processing

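Removal of top doublet scores, the second naming rule, alone or joined to another choice, and own depth joined to all T-like cells as the denominator were alternatives chosen only after the results were seen. Of 459 comparisons of 41 shares and list medians with an alternative, 361 stayed within the counting interval, 91 left it and 7 changed sign from a value whose interval left out 0. Of 3235 comparisons of 270 single genes and other class shares, 2512 stayed, 710 moved and 13 changed sign.

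Over the alternatives tried, planned and added, the pro-tumorigenic genes of monocyte-like cells kept a median below 0, from -0.51 to -0.18 in p38i and -0.97 to -0.15 in p38KO. So did the PMN-MDSC genes of granulocyte-like cells, from -0.26 to -0.085 and -0.57 to -0.25, and the receptor genes of granulocyte-like cells in p38i, from -0.46 to -0.32. The exhaustion genes of T-like cells stayed below 0 in both groups with the exception of no cell filter. The T-helper transcription genes of T-like cells in p38i, whose interval includes 0, also fell below 0 with median-ratio scaling, to -0.037.

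Below, 3 values are for vehicle, p38i and p38KO and a pair is for p38i and p38KO, as percent for shares and as log2 for medians and genes. The cause of a change was not tested unless one is given. With median-ratio scaling, the values were the T cell differentiation list 0.024 and 0.011, the T cell selection list -0.030 and -0.066, the receptor genes of monocyte-like cells -0.20 in p38KO, the PMN-MDSC genes of granulocyte-like cells -0.40 in p38KO and the receptor genes of granulocyte-like cells 0.083 in p38KO. The scaling takes the shift of the median gene out of each ratio by construction. With the mean of CPM per cell, the values were the T-helper transcription genes 0.075 in p38KO, the anti-tumor genes of macrophage-like cells -0.36 in p38KO, the PMN-MDSC genes of granulocyte-like cells -0.32 in p38KO and the receptor genes of granulocyte-like cells 0.12 in p38KO. With the mean of log2(CPM + 1) per cell, the values were the exhaustion genes of T-like cells -0.68 and -0.88, the activation genes of T-like cells -0.24 in p38i, the T-helper transcription genes -0.28 in p38i, the T cell differentiation list -0.10 and -0.039, the T cell selection list -0.10 and -0.026, the pro-tumorigenic genes of monocyte-like cells -0.51 and -0.80, the receptor genes of monocyte-like cells -0.58 in p38i, the anti-tumor genes of macrophage-like cells -0.36 in p38KO, S100a6 in macrophage-like cells -0.36 in p38KO, the PMN-MDSC genes of granulocyte-like cells -0.57 in p38KO and the receptor genes of granulocyte-like cells -0.051 in p38KO. This is another scale, on which cells without the transcript weigh most, so a different size follows from its construction, while the cause of the changes of sign was not tested. With every listed gene in the median, the values were the chemokine receptors of T-like cells 0.12 in p38i and the anti-tumor genes of macrophage-like cells 0.044 in p38i. With no cell filter, the values were the granulocyte-like share 63.9%, 61.6% and 59.1%, the exhaustion genes of T-like cells 0.025 and 0.089, the activation genes of T-like cells -0.11 and 0.035, the T-helper transcription genes -0.20 and -0.18, the chemokine receptors of T-like cells -0.11 in p38KO, the T cell differentiation list 0.0063 and -0.0098, Cx3cr1 in T-like cells 1.98 in p38KO, Foxp3 in T-like cells -0.16 in p38KO, Gzmf in T-like cells 2.34 in p38KO, Havcr2 in T-like cells 0.036 in p38KO, Rsad2 in macrophage-like cells -0.57 in p38i and the PMN-MDSC genes of granulocyte-like cells -0.25 in p38KO. There a cluster led by Cd8a, of 311, 280 and 188 cells in vehicle, p38i and p38KO, stayed unnamed because a γδ receptor gene was among its top genes, and 22.1%, 18.5% and 16.8% of barcodes had no name. The T-like values then leave out most CD8 T cells by construction. With classes set from each cell's own transcripts, the values were the granulocyte-like share 56.4% in p38i, Cx3cr1 in T-like cells 0.15 in p38KO, the anti-tumor genes of macrophage-like cells -0.52 in p38KO, S100a6 in macrophage-like cells -0.069 in p38KO, the PMN-MDSC genes of granulocyte-like cells -0.32 in p38KO and Arg1 in granulocyte-like cells 0.95 in p38i. With a Leiden resolution of 2, the values were the granulocyte-like share 56.9%, 52.8% and 48.9%. There a cluster of 324, 249 and 176 cells, whose only detected markers were those of granulocytes, stayed unnamed. With the top doublet scores removed, chosen after the data were seen, the values were the granulocyte-like share 62.3%, 57.2% and 53.0%, the anti-tumor genes of macrophage-like cells 0.82 and -1.10, S100a6 in macrophage-like cells -1.30 in p38KO, CD4 T cells 31.7%, 36.3% and 51.8% and the exhaustion markers of CD8 T cells -1.73 in p38KO. With clusters named against the other clusters, chosen after the data were seen, the values were the granulocyte-like share 56.3% and 52.9%. With no cell filter and clusters named against the other clusters, chosen after the data were seen, the values were the granulocyte-like share 64.4%, 65.0% and 56.7% and the anti-tumor genes of macrophage-like cells 0.76 in p38i. With a Leiden resolution of 2 and clusters named against the other clusters, chosen after the data were seen, the values were the granulocyte-like share 63.1%, 58.8% and 53.1% and the pro-tumorigenic genes of monocyte-like cells -0.33 in p38i. With monocyte-like and macrophage-like cells together, the values were the pro-tumorigenic genes of monocyte-like cells -0.97 in p38KO, the receptor genes of monocyte-like cells -0.27 in p38KO, Ly6c1 in monocyte-like cells -0.18 in p38KO, Nos2 in monocyte-like cells -0.065 in p38KO and Slpi in monocyte-like cells -0.034 in p38KO. With cells at their own depth, the values were CD4 T cells 36.2%, 40.7% and 57.0%, exhausted CD8 T cells 45.9%, 46.9% and 14.6%, T-helper-1-like CD4 T cells 33.5%, 40.1% and 38.7%, Treg-like CD4 T cells 25.3%, 19.8% and 18.9% and the exhaustion markers of CD4 T cells 0.52 in p38KO. The own depth raises shares by construction, since more transcripts are seen per cell. With all T-like cells as the denominator, the values were CD4 T cells 17.1%, 16.3% and 21.9%, exhausted CD8 T cells 6.20%, 5.19% and 1.87%, T-helper-1-like CD4 T cells 3.01%, 4.27% and 4.11% and Treg-like CD4 T cells 2.26%, 1.37% and 1.87%. The wider denominator lowers shares by construction. With cells at their own depth and all T-like cells as the denominator, chosen after the data were seen, the values were exhausted CD8 T cells 24.1% in vehicle and T-helper-1-like CD4 T cells 9.96% in vehicle and 10.8% in p38i. With at least 3 of 6 inhibitory genes, the values were exhausted CD8 T cells 7.60%, 6.67% and 1.92%.

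Removal of the doublets called by Scrublet was planned and not run, since the automatic threshold called only 2, 2 and 2 cells; the top scores, 198, 274 and 208 cells, were removed in its place. The mean of CPM per cell gave no value for the chemokine receptors in p38i, since one of them had no counts in 1 library. Some alternatives left Ccr3, Ccr6, Ccr9, Cxcr1, Cxcr2 and Gzmf in T-like cells or Cxcr1 in monocyte-like cells with too few counts for a value. No paired analysis was possible because each group has 1 library, and no replicate could be left out. Depth limits Sphk1 in macrophage-like cells (3, 3 and 5 counts), Cxcr1 in monocyte-like cells (18, 25 and 5) and Havcr2 in CD4 T cells (4, 13 and 30), for which a difference in p38i was not detectable or not called.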

Differences from the paper's values

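No alternative was chosen for its distance from the paper. The cell and gene numbers and the granulocyte share, over the classes that the study reports, were the values the paper states for a measure computed here, and none differed by the rule used. The rule allows a wide ratio either way, so a share under 50% can also pass it. The paper gives the granulocyte share as over 50%, and over the classes that the study reports the p38KO share was under it, at 48.9%, only at a Leiden resolution of 2 among the alternatives set before the data were examined. Over all kept cells, with the other and unnamed cells in the denominator, it was 48.7% with the main settings. The directions below are those the text of the paper states for genes in T cells, monocytes, macrophages and granulocytes. Alternatives with top doublet scores removed or with clusters named against the other clusters were chosen only after the results were seen.

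In T-like cells of p38i, 12 of 14 genes had the direction the paper states and 1 of these, Ctla4, was also called. Ifngr2 passed the size limit too, with an interval that included 0. Gata3 and Rora counted at 0.038 and 0.023, with intervals that included 0, and fell below 0 with median-ratio scaling. In T-like cells of p38KO, 13 of 14 genes had the direction the paper states and 6 of these also passed the size limit. The paper gives Bcl2a1b as higher in p38i, where its log2 ratio was -0.10 (-0.28 to 0.083); the stated direction came under none of the alternatives. The paper gives Cd40lg as higher in p38i, where its log2 ratio was -0.14 (-0.54 to 0.25); the stated direction came under none of the alternatives. The paper gives Bcl2a1b as higher in p38KO, where its log2 ratio was -0.14 (-0.32 to 0.052); the stated direction came with no cell filter.

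In monocyte-like cells of p38i, 13 of 14 genes had the direction the paper states and 4 of these also passed the size limit. In monocyte-like cells of p38KO, 10 of 14 genes had the direction the paper states and 3 of these were also called. Cxcr1 passed the size limit too, with an interval that included 0. The paper gives Csf2rb as lower in p38i, where its log2 ratio was 0.26 (0.18 to 0.33); the stated direction came under none of the alternatives. The paper gives Pla2g7 as lower in p38KO, where its log2 ratio was 0.045 (-0.039 to 0.13); the stated direction came with median-ratio scaling, the mean of log2(CPM + 1) per cell, classes set from each cell's own transcripts and monocyte-like and macrophage-like cells together and, chosen after seeing the values, with no cell filter and clusters named against the other clusters. The paper gives Csf1r as lower in p38KO, where its log2 ratio was 0.27 (0.18 to 0.36); the stated direction came under none of the alternatives. The paper gives Csf2ra as lower in p38KO, where its log2 ratio was 0.059 (-0.061 to 0.18); the stated direction came with median-ratio scaling, the mean of log2(CPM + 1) per cell, classes set from each cell's own transcripts and monocyte-like and macrophage-like cells together and, chosen after seeing the values, with the top doublet scores removed and no cell filter and clusters named against the other clusters. The paper gives Csf2rb as lower in p38KO, where its log2 ratio was 0.087 (-0.0044 to 0.18); the stated direction came with no cell filter and monocyte-like and macrophage-like cells together.

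In macrophage-like cells of p38i, 2 of 3 genes had the direction the paper states and 1 of these also passed the size limit. Of the 2 with that direction, Sphk1 had 3 and 3 counts in vehicle and p38i, too few to give a direction. The paper gives Il7r as higher in p38i, where its log2 ratio was -0.092 (-0.50 to 0.31); the stated direction came with the mean of log2(CPM + 1) per cell, no cell filter and classes set from each cell's own transcripts and, chosen after seeing the values, with the top doublet scores removed and no cell filter and clusters named against the other clusters.

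In granulocyte-like cells of p38i, 9 of 11 genes had the direction the paper states and 2 of these also passed the size limit. In granulocyte-like cells of p38KO, 5 of 7 genes had the direction the paper states and 2 of these also passed the size limit. The paper gives Wfdc21 as lower in p38i, where its log2 ratio was 0.48 (0.45 to 0.51); the stated direction came under none of the alternatives. The paper gives Mmp8 as lower in p38i, where its log2 ratio was 0.22 (0.12 to 0.32); the stated direction came under none of the alternatives. The paper gives Cd84 as lower in p38KO, where its log2 ratio was 0.19 (0.11 to 0.28); the stated direction came with the mean of log2(CPM + 1) per cell. The paper gives Jaml as lower in p38KO, where its log2 ratio was 0.28 (0.14 to 0.42); the stated direction came under none of the alternatives.

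Several genes stayed short of the size limit and had a larger value in the stated direction under another setting. No intervals were computed there, so none is a call. Ifngr2 in T-like cells of p38i and Cxcr1 in monocyte-like cells of p38KO passed it already, at 0.72 (-0.19 to 1.66) and -1.46 (-3.24 to 0.025), with intervals that included 0. With median-ratio scaling, the log2 ratios were Pdcd1 -0.61 and Lgals3 -0.61 in T-like cells of p38KO, Cxcr4 -0.52 in monocyte-like cells of p38i, Vegfa -0.58 in granulocyte-like cells of p38KO and Cxcr4 -0.57 in granulocyte-like cells of p38i. With the mean of CPM per cell, the log2 ratios were Vegfa -0.65 in granulocyte-like cells of p38KO. With the mean of log2(CPM + 1) per cell, the differences were Lag3 -0.71, Pdcd1 -0.64 and Lgals3 -0.73 in T-like cells of p38i, Pdcd1 -0.74 and Lgals3 -1.02 in T-like cells of p38KO, Clec4e -1.11, Vegfa -0.86 and Cxcr4 -0.63 in monocyte-like cells of p38KO, Pla2g7 -0.51, Cxcr4 -0.94 and Csf2ra -0.58 in monocyte-like cells of p38i, Ptgs2 -0.57 and Vegfa -0.62 in granulocyte-like cells of p38KO and Cxcr4 -0.56 in granulocyte-like cells of p38i. The size limit belongs to CPM ratios, and this other scale depends on how many cells hold the transcript and so on depth, which was 3905 UMIs in the median T-like cell of p38i against 5125.5 in vehicle. On it the T cell differentiation list went from 0.10 (0.027 to 0.17) to -0.10 and the activation genes from 0.090 (-0.052 to 0.21) to -0.24 in p38i. The differences in T-like cells of p38i therefore carry no weight for the direction the paper states. In p38KO and in the other classes the part of depth was not tested. The differences there, and directions that came with this setting alone, are not counted for or against that direction. With a mitochondrial maximum of 10%, the log2 ratios were Pdcd1 -0.54 in T-like cells of p38KO. With classes set from each cell's own transcripts, the log2 ratios were Cxcr1 -0.86 in monocyte-like cells of p38i, Il7r 0.67 in macrophage-like cells of p38i and Cxcr4 -0.51 in granulocyte-like cells of p38i. With a Leiden resolution of 2, the log2 ratios were Cxcr4 -0.59 in granulocyte-like cells of p38i. With the study genes kept for clustering, the log2 ratios were Pdcd1 -0.52 in T-like cells of p38KO. With the top doublet scores removed, chosen after seeing the values, the log2 ratios were Cxcr4 -0.60 in monocyte-like cells of p38i and Il7r 0.72 in macrophage-like cells of p38i. With no cell filter and clusters named against the other clusters, chosen after seeing the values, the log2 ratios were Lgals3 -0.51 in T-like cells of p38KO, Cxcr4 -0.55 in monocyte-like cells of p38i and Il7r 0.94 in macrophage-like cells of p38i. With a Leiden resolution of 2 and clusters named against the other clusters, chosen after seeing the values, the log2 ratios were Cxcr4 -0.57 in monocyte-like cells of p38i. With monocyte-like and macrophage-like cells together, the log2 ratios were Clec4e -0.97, Vegfa -1.16, Cd274 -0.74 and Cxcr4 -0.53 in monocyte-like cells of p38KO. That pool held 576 monocyte-like and 142 macrophage-like cells in vehicle, against 466 and 526 in p38KO. The changed mix can move these ratios without a change in any cell.

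The paper states lower exhaustion markers in both CD8 and CD4 T cells of both groups. In CD4 T cells of p38KO, Lag3, Pdcd1 and Havcr2 had higher CPM than vehicle, at 1.00 (0.49 to 1.53), 1.15 (0.71 to 1.62) and 2.29 (0.78 to 4.26). In CD8 T cells of p38i, Pdcd1 and Havcr2 stood at 0.0012 (-0.18 to 0.18) and 0.027 (-0.33 to 0.38). In CD4 T cells of p38i they stood at 0.35 (-0.19 to 0.90) and 1.69 (-0.0050 to 3.76), above vehicle with intervals that include 0, Havcr2 from 4 and 13 counts. The paper states that chemokine receptor transcripts were not altered, while Cxcr4 and Ccr7 in T-like cells were called lower in both groups, at -0.79 and -0.80 and at -0.55 and -0.82. The paper gives marginal changes of receptors in granulocytes of p38KO, where Cxcr4 was called higher, at 0.76 (0.65 to 0.86). Shares of T cell subsets rest on another definition than those of the paper and were not tested against them. The CD8 share fell in both groups, as given below, while the paper reports a rise by flow cytometry.

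Directions read by eye from the colors of the heatmaps differed as well. Fig. 2b shows Ctla4, Tnfsf8 and Cxcr3 higher than vehicle in p38i, and the log2 ratios were -0.81 (-0.97 to -0.65), -0.27 (-0.52 to -0.020) and -0.083 (-0.30 to 0.14) in T-like cells. For Ctla4 and Tnfsf8 the direction of the figure came under none of the alternatives. For Cxcr3 the direction of the figure came only with an alternative chosen after seeing the values, the top doublet scores removed. Fig. 4a shows Csf2rb2 lower than vehicle in p38i, and the log2 ratio was 0.16 (0.0023 to 0.33) in monocyte-like cells. For Csf2rb2 the direction of the figure came with the mean of log2(CPM + 1) per cell. Fig. 4c shows Arg1 and Nos2 higher than vehicle in p38i, and the log2 ratios were -0.61 and -0.031 (-0.16 to 0.10) in granulocyte-like cells. For Arg1 the direction of the figure came with classes set from each cell's own transcripts. For Nos2 the direction of the figure came only with an alternative chosen after seeing the values, the top doublet scores removed and no cell filter and clusters named against the other clusters. Fig. 4c shows Nos2 higher than vehicle in p38KO, and the log2 ratio was -0.78 (-0.95 to -0.61) in granulocyte-like cells. For Nos2 the direction of the figure came under none of the alternatives. Fig. 4c shows Anxa1, Atf4 and Ltb4r1 lower than vehicle in p38i, and the log2 ratios were 0.17 (0.11 to 0.22), 0.23 (0.11 to 0.35) and 0.061 (-0.023 to 0.14) in granulocyte-like cells. For Anxa1 and Atf4 the direction of the figure came under none of the alternatives. For Ltb4r1 the direction of the figure came with median-ratio scaling and a Leiden resolution of 2. Fig. 4c shows Clec4e, Clec4d, Pla2g7, Cxcr1 and Csf2ra lower than vehicle in p38KO, and the log2 ratios were 0.055 (0.011 to 0.10), 0.17 (0.13 to 0.22), 0.044 (-0.034 to 0.12), 0.053 (-0.16 to 0.26) and 0.056 (-0.061 to 0.17) in granulocyte-like cells. For Clec4e the direction of the figure came with median-ratio scaling, the mean of CPM per cell and the mean of log2(CPM + 1) per cell. For Clec4d the direction of the figure came under none of the alternatives. For Pla2g7 and Csf2ra the direction of the figure came with median-ratio scaling and the mean of log2(CPM + 1) per cell. For Cxcr1 the direction of the figure came with median-ratio scaling, the mean of log2(CPM + 1) per cell, no cell filter, classes set from each cell's own transcripts and a Leiden resolution of 2 and, chosen after seeing the values, with no cell filter and clusters named against the other clusters. In Fig. 2b Il2 is shown close to vehicle in p38i, and its log2 ratio was -2.09 (-2.87 to -1.38), while only the mean of log2(CPM + 1) per cell gave a value near 0.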

Other observations

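The test of the cell filter behind the macrophage-like share, the test of free RNA behind the activation genes, the tests of the dissociation-response genes in granulocyte-like cells and outside them and the choice of the dissociation-response list came only after the results were seen. The rule for reading the free RNA test was changed after its value was seen. The test of the CD8 share was split by group, and in p38i between Ctla4 and the other exhaustion genes, after the values were seen. The test outside the granulocyte-like cells first stood for all classes, and was narrowed after the median of the granulocyte-like cells of p38KO was seen. Fos, Dusp1 and Hspa1a were taken out of the gene list of both tests, and the rule for reading the test in granulocyte-like cells was changed, after the values were seen.

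At 1500 UMIs, CD8 cells were 49.4% (45.1% to 53.8%) of T-like cells in vehicle, 36.6% (32.9% to 40.5%) in p38i and 29.2% (25.3% to 33.2%) in p38KO. The paper reports the other direction by flow cytometry, a rise of CD8 T cells in number and percentage. Those data were not analysed here. A lower share could lower exhaustion genes without a change in any cell. In p38KO this is unlikely as the whole cause, since within CD8 T cells alone their median log2 ratio was -1.52. In CD4 T cells it was 0.94, the other way. In p38i the same holds only for Ctla4, which stood at -1.76 within CD8 T cells. For the other exhaustion genes the lower share and a change within cells cannot be told apart, since their median was -0.064 within CD8 T cells, with an interval that includes 0, against -0.19 (-0.34 to -0.084) in T-like cells. A response to handling in the vehicle library is also unlikely as the whole cause in T-like cells. Among the 66, 114 and 67 T-like cells without a dissociation-response transcript, the medians were -0.71 (-1.04 to -0.39) in p38KO and -0.61 (-0.85 to -0.41) in p38i.

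Macrophage-like cells made up 13.6% (12.6% to 14.8%) of the p38KO library against 3.72% (3.14% to 4.37%) in vehicle and 3.38% (2.89% to 3.93%) in p38i. The paper reports in its discussion that p38 blockade reduced tumor-associated macrophages; the measures behind this were not analysed here. Over the alternatives the p38KO share ran from 9.84% to 16.4% and the vehicle share from 2.90% to 7.15%. Loss of cells at the filter is not a candidate cause of the whole difference, since over all barcodes the share stayed at 9.84% against 2.90% in vehicle. Removal of the top doublet scores, chosen after the data were seen, named a monocyte-like cluster as macrophage-like and gave 15.2% against 7.15%, so part of the border to monocytes depends on the naming. The p38KO library also had the highest median mitochondrial share of the kept cells (2.10%), a technical difference that was not separated from the condition. Different yield of cell types during dissociation and an effect of p38α loss stay open and untested.

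The paper discusses fibronectin in exosomes and in tumor cells. In macrophage-like cells its gene, Fn1, had log2 ratios of 0.68 (0.61 to 0.75) in p38KO and 0.67 in p38i. Over the alternatives the p38KO value ran from 0.34 to 1.54. Monocytes also make it, and no explanation, technical or biological, was tested.

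Granulocyte markers in T-like cells rose by a median log2 ratio of 0.41 in p38KO and 0.96 in p38i, against 0.31 and 0.090 for the activation genes. More free RNA in the T-like droplets and a change of the activation genes cannot be told apart in p38KO by this test. The sizes are alike there, but rises of like size need not share a source. Icos, Tnfrsf4 and Cd40lg were among the leading genes of T-like clusters, but their level in granulocyte-like cells was not examined. In p38i the larger rise of the markers came with no detectable rise of the activation genes.

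Fos, Dusp1 and Hspa1a had log2 ratios of -1.17 and -1.19, -1.68 and -1.62 and -0.48 and -0.67 in monocyte-like cells of p38i and p38KO, and of -1.21 and -0.99, -1.17 and -0.65 and -2.28 and -0.39 in T-like cells. Such genes respond to cell dissociation, and a stronger response in the vehicle library is a candidate explanation. The study digested the tumors at a low temperature, to keep collagenase and heat from inducing such transcripts. In NK-like cells of p38KO, Dusp1 stood at -0.040 (-0.54 to 0.46). Outside the granulocyte-like cells handling and a change of these genes alone cannot be told apart. The other dissociation-response genes, without Fos, Dusp1 and Hspa1a, had medians of -0.48 (-0.61 to -0.28) and -0.71 (-0.94 to -0.60) in dendritic-cell-like cells of p38i and p38KO, while in NK-like cells they stood at -0.13 (-0.74 to 0.0048) and -0.42 (-0.89 to 0.10) and in B-like cells at -0.44 over 7 genes and 0.27 over 5 genes, with intervals that include 0. In T-like, monocyte-like and macrophage-like cells their medians were -0.32, -0.57 and -0.17 in p38i and -0.22, -0.24 and -0.15 in p38KO. An effect of p38 on these genes in every cell type stays open too.

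In granulocyte-like cells Fos, Dusp1 and Hspa1a had log2 ratios of -0.61 and -0.21, -1.57 and -0.53 and -2.77 and -2.90. In p38KO the other dissociation-response genes did not fall there, as a stronger response in the vehicle library would require. Their median was 0.16 (0.060 to 0.25), at the percentile 77.5 of matched lists. They fell in several other classes of that library, as given above, so handling is left open. In p38i their median in granulocyte-like cells was -0.32.

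The pro-tumorigenic genes of monocyte-like cells, among them Cxcl2 and Ptgs2, could fall through handling. In the 11, 43 and 21 monocyte-like cells of vehicle, p38i and p38KO without a dissociation-response transcript, their medians were -0.42 (-0.81 to -0.033) in p38i and -0.049 (-0.48 to 0.31) in p38KO. Handling and an effect of p38 blockade cannot be told apart with so few cells.

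Other values in T-like cells, in p38i and p38KO, were -2.09 (-2.87 to -1.38) and 2.37 (2.03 to 2.71) for Il2, -3.37 and -4.12 for Gzmf, -3.03 (-3.53 to -2.56) and -0.20 (-0.44 to 0.031) for Gzmc, -0.41 and -3.00 for Prf1, 0.76 and 2.08 for Itgae, -1.26 and -1.29 for Zfp36l2, and -1.25 and -1.50 for Tsc22d3, on the log2 scale. Foxp3 stood at 0.43 (0.19 to 0.66) and 0.53 (0.29 to 0.76), Mki67 at 0.45 and -0.11 and Cd44 at 0.32 and 0.30. CD4 T cells with Foxp3 transcripts were 13.2% (7.00% to 21.9%), 8.41% (3.92% to 15.4%) and 8.55% (4.17% to 15.2%) of CD4 T cells of the vehicle, p38i and p38KO libraries at 1500 UMIs, with overlapping intervals. At their own depth they were 25.3%, 19.8% and 18.9%. Over all T-like cells the order was the other way, with the transcript in 9.21%, 12.5% and 12.5% of cells at 1500 UMIs, again with overlapping intervals. Among granulocyte-like cells 0.0894%, 0% and 0.0532% had the transcript. In macrophage-like cells Cxcl9 stood at -1.48 (-1.56 to -1.41) and -1.96 (-2.02 to -1.90) and Rgs1 at -2.11 and -1.28. In monocyte-like cells S100a8 stood at 0.61 (0.58 to 0.63) and -0.50 (-0.54 to -0.46) and Rgs1 at -1.52 and -1.80. In granulocyte-like cells Cd101 stood at -0.41 (-0.78 to -0.052) and 0.34 (-0.0075 to 0.69) and Tsc22d3 had 138, 69.2 and 60.2 CPM in vehicle, p38i and p38KO. By flow cytometry, a measure of protein, the paper reports more CD101-positive granulocytes with p38 blockade, the other direction than Cd101 in p38i. No explanation of these values, technical or biological, was tested.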
